# Group I Paks are essential for epithelial- mesenchymal transition in an *Apc*-driven model of colorectal cancer

**DOI:** 10.1038/s41467-018-05935-6

**Published:** 2018-08-27

**Authors:** H. Y. Chow, B. Dong, C. A. Valencia, C. T. Zeng, J. N. Koch, T. Y. Prudnikova, J. Chernoff

## Abstract

p21-activated kinases (Paks) play an important role in oncogenic signaling pathways and have been considered as potential therapeutic targets in various cancers. Most studies of Pak function employ gene knock-out or knock-down methods, but these approaches result in loss of both enzymatic and scaffolding properties of these proteins, and thus may not reflect the effects of small molecule inhibitors. Here we use a transgenic mouse model in which a specific peptide inhibitor of Group I Paks is conditionally expressed in response to Cre recombinase. Using this model, we show that inhibition of endogenous Paks impedes the transition of adenoma to carcinoma in an *Apc*-driven mouse model of colorectal cancer. These effects are mediated by inhibition of Wnt signaling through reduced β-catenin activity as well as suppression of an epithelial-mesenchymal transition program mediated by miR-200 and Snai1. These results highlight the potential therapeutic role of Pak1 inhibitors in colorectal cancer.

## Abstract (web summary)

Group I Paks, like Pak1, are required for the activation of several key oncogenic signaling pathways. Here the authors study an inducible peptide mimicking the auto-inhibitory domain of Pak1 and show promising anti-tumor effects in a mouse model of colorectal cancer.

## Introduction

Colorectal cancer is the third most common cancer diagnosed in both men and women in the United States^1^. Although the incidence rate of CRC has been declining over the past decade, the mortality for advanced stages of this disease remains unchanged. Somatic inactivating mutations in the adenomatous polyposis coli (*APC*) gene are believed to be the crucial initiating event triggering adenoma formation, which, over time, can progress to fully malignant carcinomas. Approximately 90% of CRCs exhibit alterations of APC or other Wnt signaling pathway elements, and elevation of β-catenin levels alone is insufficient to drive the development of CRC^2,3^. In addition to Wnt pathway activation, activation of *KRAS* or inactivation of *p53* commonly occurs as secondary genetic events, promoting tumor progression, invasion, and metastasis.

p21-activated kinases (Paks) are serine/threonine protein kinases that act as effectors for small GTPases such as Cdc42 and Rac. A growing body of evidence indicates that Group I Paks, in particular Pak1, are required for the activation of several key oncogenic signaling pathways, such as Mek/Erk, PI3K/Akt, and Wnt/βCatenin^4–6^ and play central roles in promoting cell proliferation, survival, and migration^7^. Pak1 expression increases in invasive and metastatic CRC lesions^8^ and correlates with a lower survival rate^9^. In addition, nuclear localization of Pak1 is associated with advanced clinical stage^10^. Knockdown of Pak1 using RNAi significantly inhibits cellular growth of CRC cells both in vitro and in vivo and enhances the chemosensitivity of CRC cells^10^. These changes are accompanied by loss of phosphorylation of β-catenin at S663 and S675, known target sites for Pak that augment β-catenin stability and transcriptional activity^11–13^. These data suggest that Group I Paks may contribute to neoplastic progression in CRC and serve as plausible drug targets in this disease.

Given the current lack of clinical Pak small molecule inhibitors, most prior studies of Pak function in cancer have relied on siRNA-mediated or shRNA-mediated gene knockdown or on *Pak1* gene knockout in cells and/or animals. Such studies have shown that the Pak1 protein is a required element in transformation driven by oncogenes such as *ERBB2* and *KRAS*^6^. However, it is well-recognized that loss-of-function induced by siRNA or gene knock out is not an optimal method to evaluate drug targets, as small molecule inhibitors usually exert their effects by inhibiting enzyme activity rather than eliminating their target. This is a particularly important consideration in the case of the Group I Paks, which have biologically important scaffold activities, as, for example, in activating the Akt pathway^14^ and in focal-adhesion disassembly^15^. While this issue might in principle be addressed by using anti-Pak inhibitors, most currently available small molecule Pak inhibitors suffer several drawbacks, including lack of ideal specificity, poor pharmacologic properties, and excessive toxicity^16^. For these reasons, we wished to design a new mouse model that expresses an inhibitory peptide that closely mimics the effects of an ideal small-molecule inhibitor of Group I Paks, specifically and potently inhibiting endogenous enzyme activity without affecting Pak expression levels.

Several peptide-based inhibitors have been employed to block Group I Pak function^17–19^. These have been based on one of two designs: polyproline-containing peptides that interfere with the ability of Group I Paks to bind SH3-domain proteins such as Nck or PIX, thereby preventing membrane association and GTPase activation of the kinase, or a peptide derived from the minimal autoinhibitory domain from Pak1 (minimally, corresponding to residues 83–149), termed the PID (Pak inhibitory domain), that engages the kinase domain and inhibits activity. When expressed in cells, this peptide acts in *trans* to inhibit all three endogenous Group I Paks, and is not known to bind or inhibit other kinases^19,20^. In this study, we generated a targeted transgenic mouse carrying a conditionally activated *PID* allele at the *Rosa26* locus, and showed that expression of this allele effectively inhibited the activity of Group I Paks in vivo. Conditional expression of the *PID* allele in an *Apc*-driven model of CRC was associated with blockade of carcinogenesis. By analyzing colonic epithelial cells derived from these mice, we demonstrated the existence of a Group I Pak-regulated EMT program in *Apc*-mutant CRC cells that involves the miR-200 microRNA family, expression of the CD44 splicing factor ESRP1, and phosphorylation of the Snai transcription factor.

## Results

### Generation of *ROSA*^*PID*^ transgenic mouse

We developed a construct targeted to the mouse *Rosa26* locus designed to conditionally express a *GST-PID* cassette^21^ (Fig. 1a, b). In this construct, the transcription of *GST-PID* is blocked by the presence of upstream “lox-stop-lox” (LSL) sequences (Fig. 1c). Upon exposure to Cre recombinase, the “stop” sequences between the *loxP* sites are expected to be excised, leading to expression of the *GST-PID* transgene together with a downstream eGFP reporter (Fig. 1d). Chimeric animals (*Tg*(*Rosa26-PID)*, hereafter referred to as *PID*) were identified by PCR analysis of tail biopsies DNA (Fig. 1e). When transduced with an Adeno-Cre virus, MEF cells derived from these mice showed robust expression of GST-PID and repression of endogenous group I Pak activity (Fig. 1f).

**Fig. 1:**
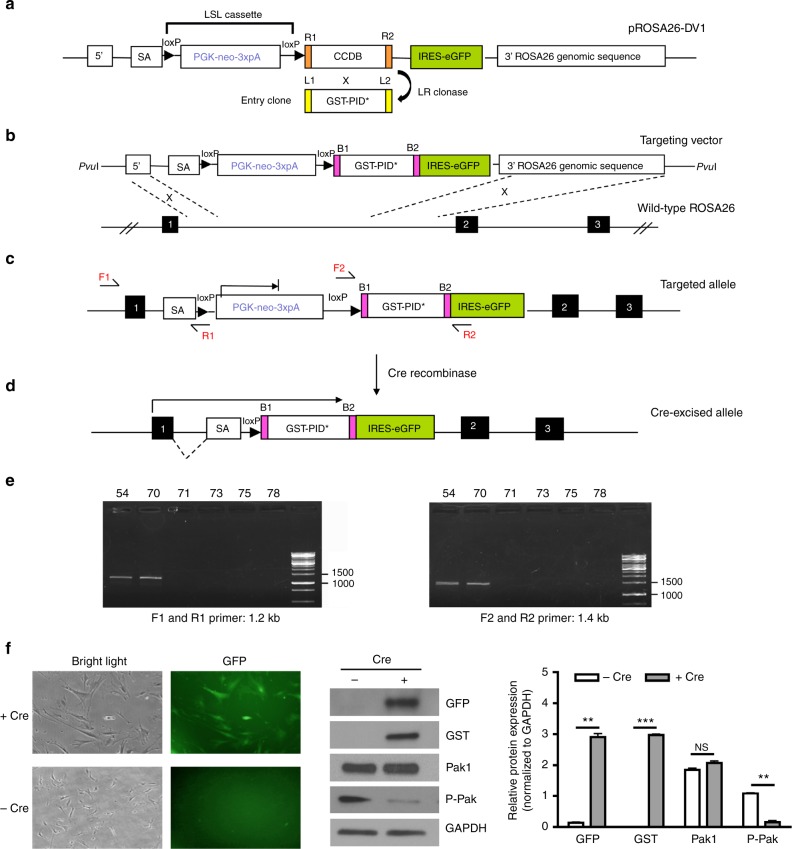
Generation and analysis of conditional *Rosa26*-promoter-based expression alleles. **a** LR reaction performed between the pROSA26-DV1 vector and pEntry clone containing GST-PID* fragment to generate the *Rosa26* targeting vector. SA is spice acceptor, PGK is phosphoglycerate kinase 1 promoter, and 3xpA is multimerized polyadenylation sequence in which loxP-PGK-neo-3xpA-loxP formed a LSL cassette. **b** Homologous recombination occurred between exon 1 and 2 of wild-type Rosa26 locus in G4 ES cells after electroporation. Black boxes represent the exons located at *ROSA26* locus. **c** Knock-in targeted allele analyzed by PCR using both external primers (F1 and R1) and internal primers (F2 and R2). **d** Cre-mediated excision of intervening *loxP* flanked PGK-neo-3xpA (STOP) cassette resulted in the *Rosa26*-locus-based expression of an exon1-GST-PID*-IRES-eGFP bi-cistronic fusion transcript. **e** Representative result of genotyping PCR analysis of tail biopsy DNA detecting the presence of fusion transcript by both external primers (F1 and R1, 1.2 kb) and internal primers (F2 and R2, 1.4 kb), in which #54 and #70 were mice revealing positive results. **f** Phase contrast image (left side) and green fluorescence image (right side) showing the same field of view of MEF cells derived from PID mice after Adeno-cre virus infection. Representative western blot of GFP, GST, Pak1, Phospho-Pak expression level in MEF cells after infection of Adeno-cre virus. Relative protein expression was quantified and normalized to GAPDH

To determine if expression of the PID affected embryonic development in mice, *PID* mice were crossed with *Tg(CDX2P-NLS-Cre)* (hereafter referred to as *CDX2*) mice, which express Cre recombinase in intestinal tissues^22^, and the intestines and other internal organs were examined in bi-transgenic *CDX2*;*PID* animals. Expression of the *PID* did not affect cellular intestinal architecture (*CDX2* mice (*n* = 8), *CDX2;PID* mice (*n* = 6); Supplementary Fig. 1A) and all internal organs appeared to be normal when compared with their control littermates (Supplementary Fig. 1B). As anticipated, no changes in proliferation (BrdU) or apoptosis (cleaved caspase 3) was detected by immunohistochemistry (Supplementary Fig. 1A). These results indicated that conditional expression of the *PID* peptide does not radically alter mouse gastrointestinal development or basal signaling.

### Effect of the PID peptide in a *APC*-driven CRC mouse model

To investigate the effects of Pak inhibition on oncogenesis in vivo, progeny from *CDX2;PID* and *APC;PID (APC*^*loxP/+*^*;PID)* were intercrossed to generate mice with the genotype *CDX2P-NLS-Cre;APC*^*Δ/+*^*;ROSA26-PID* (denoted as *CDX2;APC;PID*) and control littermates (*CDX2;APC*^*Δ/+*^, denoted as *CDX2;APC*), in which expression of these transgenes are restricted to epithelium primarily in the large intestine and distal regions of the small intestine. In this model exon 14 of the *Apc*^*loxP*^ allele is targeted leading to a frameshift mutation at codon 580 and a truncated APC protein^23^.

Following 8 months of observation, *CDX2;APC;PID* mice (*n* = 15) appeared healthy and gradually gained weight. In contrast, their *CDX2;APC* littermates (*n* = 21) were lighter, likely as a consequence of the intestinal obstruction by tumors (Fig. 2a). No statistically significant difference in body weights was revealed in control cohorts, irrespective of the expression of the *PID* (Supplementary Fig. 2A).

**Fig. 2:**
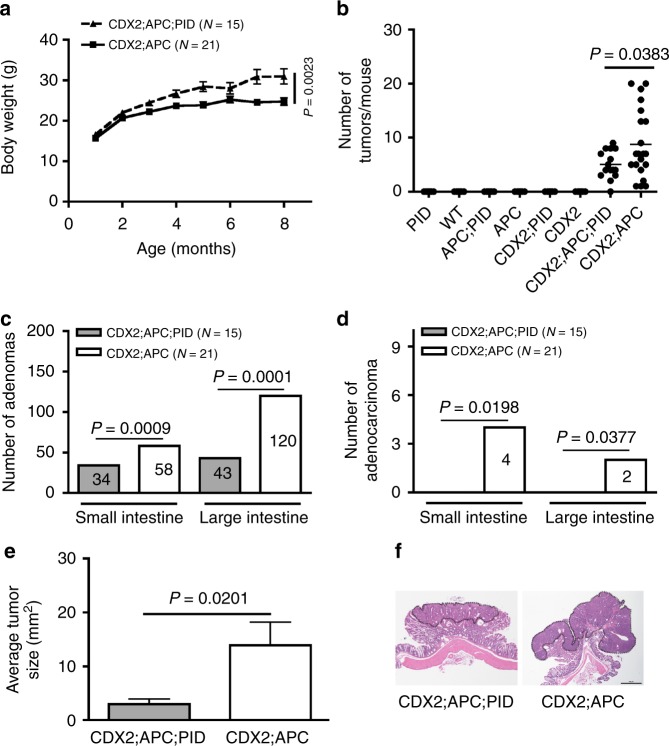
Inhibition of Group I Paks activity by PID retards tumor progression. **a** Body weights of *CDX2;APC;PID* (experimental, *n* = 15) and *CDX2;APC* (control, *n* = 21) mice was measured once every two weeks for 8 months. **b** Number of tumors per mouse were counted from control and experimental mice at 8 months of age, at which time these animals were sacrificed. **c** Adenoma number found in the intestinal tracts from both cohorts of animals at 8 months of age. **d** Adenocarcinoma number found in the intestinal tracts from both cohorts of mice at 8 months of age. **e** Tumor size was measured on paraffin-embedded sections stained for H&E collected from both groups of animals. **f** Representative H&E staining image of colon tumor dissected from *CDX2;APC;PID* and *CDX2; APC* mice (x20 magnification). Bar, 100 μm

All *CDX2;APC* transgenic animals lacking *PID* expression developed numerous adenomas in the large intestine coupled with some in the small intestine, consistent with previous reports^22^. In contrast, one third of the *CDX2;APC;PID* mice remained free of tumors, and the number of tumors per mouse in this cohort was less than that seen in mice lacking the PID transgene (Fig. 2b). Interestingly, the number of adenomas was 40 and 65% less in small and large intestine in *CDX2;APC;PID* mice, respectively (Fig. 2c). Tumors dissociated from all mice appeared either a stalked (polypoid adenoma) or a sessile morphology; however, adenocarcinomas only appeared in mice lacking PID expression (Fig. 2d). The average tumor area was significantly reduced in *CDX2;APC;PID* mice (3 mm^2^) compared with those found in *CDX2;APC* mice (14 mm^2^) (Fig. 2e, f).

Immunohistochemical analysis of adenomas from *CDX2;APC* mice showed that these lesions were highly proliferative, as characterized by Histone H3-positive cells, while adenomas from *CDX2;APC;PID* mice had lower levels of Histone H3-positive cells. In addition, strong activation of Pak and Akt was observed in adenomas from *CDX2;APC* mice, compared to weak staining exhibited in adenomas from *CDX2;APC;PID* mice (Supplementary Fig. 2B). Taken together, the noted signaling differences and lack of progression to adenocarcinoma in *CDX2;APC;PID* mice suggests that Group I Pak kinase activity is a key factor in tumorigenesis and the expression of PID peptide is sufficient to impede tumor progression in this CRC mouse model.

### Influence of PID expression on cell signaling pathways

To address the molecular mechanisms by which the PID repressed proliferation and tumorigenesis in mice, we established 6 primary colonic cell lines from adenomas from both cohorts (*CDX2;APC;PID* and *CDX2;APC*, 3 cell lines for each genotype). Primary cells expressing the PID peptide (*PID*^+^ cells) retained their cobblestone epithelial morphology whereas *PID*^-^ cells acquired a fibroblast-like appearance with more cell protrusions (Supplementary Fig. 3A). In agreement with our IHC data, proliferation was suppressed in *PID*^+^ cells compared to *PID*^-^ cells (Fig. 3a), while apoptosis did not change in these cells irrespective of *PID* expression (Supplementary Fig. 3B). In addition, we also examined the invasive and migration abilities of these primary cell lines. These assays showed a dramatic repression in invasiveness and motility in *PID*^+^ cells (60% and ~72% reductions, respectively) (Fig. 3b, c).

**Fig. 3:**
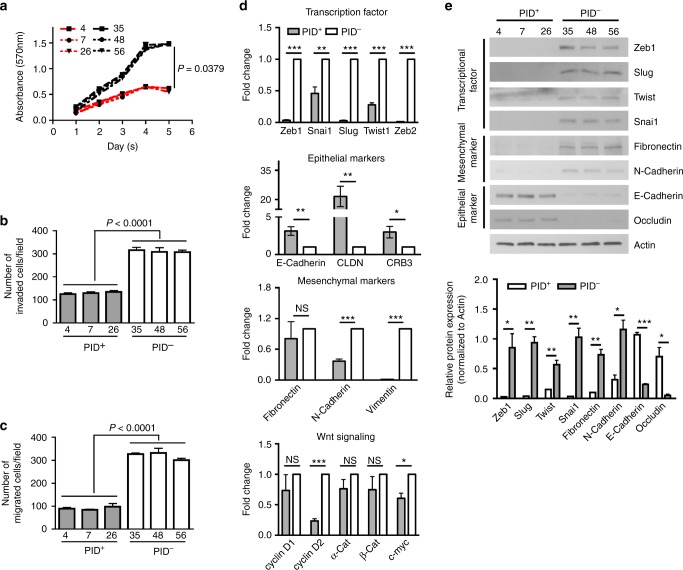
Expression of PID inhibits invasiveness and motility by suppressing EMT. **a** Cell viability of primary colon epithelium tumor cells derived from *CDX2;APC;PID* (#4, 7 and 26; red line) and *CDX2;APC* (#35, 48 and 56; black line) mice was measured by MTT assay. **b** Invasion assay was performed on *PID*^+^ (4, 7, and 26) and *PID*^*-*^ (35, 48, and 56) primary cells after 19 h incubation and the number of cells was counted using microscope in five random fields per chamber. **c** The number of migrated primary cells on both *PID*^*+*^ (4, 7, and 26) and *PID*^*-*^ (35, 48, and 56) was counted in five random fields per chamber under phase contrast microscope. **d** Real-time PCR analysis measured relative expression level of EMT genes in *PID*^+^ and *PID*^-^ primary cells, including *Zeb1, Zeb2, Snai1, Slug*, and *Twist1* (Transcription factors), *Fibronectin, N-Cadherin* and *Vimentin* (Mesenchymal markers), *E-Cadherin, CLDN* and *CRB3* (Epithelial markers) and genes related to Wnt signaling pathway (*cyclin D1, cyclin D2, α-Cat, β-Cat* and *c-myc*). **e** Representative immunoblot analysis of EMT markers on *PID*^+^ and *PID*^-^ primary cells and relative expression was quantified the intensity by Image J

Pak1 has been implicated in modulating MAPK signaling, via phosphorylation of c-Raf and Mek1;^24^ Akt signaling, via scaffolding effects on PDK1;^14^ and Wnt signaling, through phosphorylation of β-catenin at C-terminal sites^12^. We found that expression of *PID* was associated with downregulation of both MAPK and Akt activity as well as a reduction in β-catenin phosphorylation. In addition, suppression of cyclin D1 expression level was also noted in *PID*^*+*^ cells (Supplementary Fig. 4A), consistent with repression of MAPK and β-catenin signaling. Similar effects were observed when *PID*^*-*^ cells were treated with Frax-1036, a relatively specific Group I Pak inhibitor^25–27^. Frax-1036 potently blocked Pak activation, as assessed by phospho-Pak blot, as well as Mek activation and β-catenin expression (Supplementary Fig. 4B–D). To further determine the effect of small molecule Pak inhibitors on CRC tumor growth, Frax-1036, as well as a second, structurally unrelated Pak inhibitor (G5555)^28^, was tested in CRC xenografts using Wnt pathway mutant SW48 cells^29^. Mice were divided into four groups and, when xenograft tumors reached 40 mm^3^, dosed daily with either of the Pak inhibitors or vehicle. Mice were weighed and tumor size measured every two days for two weeks. As shown in Supplementary Fig. 4E, dramatic suppression of tumor growth was observed in mice treated with Frax-1036, with average tumor volumes reduced by 70% (from 335 to 99.78 mm^3^). Even more impressive effects were noted in mice dosed with G-5555, with tumor volumes suppressed by ~80% (Supplementary Fig. 4F). Collectively, these findings demonstrated that the antitumor effects of transgeneic PID expression were similar to those of small molecule Group I Pak inhibitors. The reduced rate of tumor growth, but lack of tumor regression, seen in Pak-inhibited mice is consistent with these agents exerting a primarily anti-proliferative as opposed to an apoptotic effect, as suggested by the in vitro data presented in Supplementary Fig. 3.

Because the transgenic PID peptide used in these studies contains a GST tag and has been reported to have effects independent of Pak inhibition^30^, we further tested the specificity of this molecule. *PID*^*-*^ cells were infected with a retrovirus carrying either no insert (IRES), GST alone (GST), GST-PID-E129K (GST-PID*), or GST-PID-E129K-L107F (GST-PID* LF), a mutant that lacks the ability to inhibit Pak^19^. Expression of GST-PID was associated with a reduction in cell proliferation as compared to control cells or cells expressing GST alone or GST-PID L107F (Supplementary Fig. 5A, B). These data suggest that growth inhibition is due to Pak inhibition by the PID.

### Alterations in transcriptome upon Group I Pak inhibition

To assess the global molecular effects of Pak inhibition in *Apc*-null CRC cells, we next explored the effect of repressing Pak activity on transcription. 

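The RNA-seq compared primary tumor cells that express the Pak inhibitor domain (PID+) with tumor cells that do not (PID-), with 3 samples per condition. The sample labels number the PID+ samples 4, 7 and 26, as the paper does, and the PID- samples 1, 2 and 3, which are not the numbers the paper gives its PID- cells. The methods call the 3 sets of reads of a condition replicated sequencing runs, whereas the labels name 3 mice per condition. According to the methods, the reads were aligned to GRCm38.p3 with TopHat and an annotation of protein coding genes. The 3 sets of reads of a condition went into a single alignment, and CuffDiff calculated FPKM (fragments scaled by transcript length and library size) from it. The deposited table therefore holds 1 pooled FPKM per gene and condition for 21966 genes, with CuffDiff's confidence interval, and no value per sample. No difference between the conditions has a replicate check, and no p-value across genes was calculated. The deposited intervals are wide, with a median half-width of 75.1% of the FPKM in PID+ cells and 73.9% in PID- cells among genes with a mean FPKM of at least 10. Both conditions passed CuffDiff's quality status for 21959 genes, which were used here. FPKM summed to 586011 in PID+ and 545452 in PID- cells, and 5137 and 5052 genes were listed at 0. The low values of genes with 1 annotated transcript fall on steps, from which the value of a read was estimated: 89.3% of these values in PID+ (863 genes) and 90.8% in PID- (802 genes) were within 0.1 of a whole number of reads, against 20% for values without steps. The length correction of 190 bases behind this estimate was the one, of 31 tried, that gave the most whole numbers. A read was worth 1.38 times as much FPKM in PID+ as in PID- cells, which combines depth and the authors' scaling, so the depth itself is unknown. Fold changes are log2 ratios of FPKM + 1, a scale that understates the change of genes with low FPKM. Where a gene had at most 3 estimated reads in a condition, its fold is given as a lower bound.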

Total RNA was extracted from *PID*^*+*^ and *PID*^*-*^ cells and RNA-sequencing was preformed, with subsequent enrichment analysis (Supplementary Fig. 6A), pathway analysis of differentially expressed genes (Supplementary Fig. 6B, C and Supplementary Fig. 7), and qPCR validation for selected mRNAs. We found a prominent change in mRNA expression among genes regulating EMT, such as *Snai* (Supplementary Fig. 7A), which was downregulated in *PID*^*+*^ cells. In addition to these genes, PID expression was associated with gain in expression of epithelial related genes (*E-Cadherin*, *CLDN*, and *CRB3*) and loss of mesenchymal markers (*N-Cadherin* and *Vimentin*) (Fig. 3d). Furthermore, the expression levels of several Wnt signaling pathway factors and their downstream targets (*Ccnd1* and *c-myc*) were decreased in *PID*^*+*^ cells, with the exception to *Wnt10a*, whose expression was increased (Fig. 3d and Supplementary Fig. 8A). In addition to EMT genes, expression of genes involved in colonic epithelial self-renewal (*Lgr5*, *Msi1*, and *Bmi1*) was suppressed in *PID*^*+*^ cells (Supplementary Fig. 8B), in accordance with the idea that cells undergoing EMT gain stem cell-like properties^31^.

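The 5 transcription factors of EMT measured by qPCR in Fig. 3d had lower FPKM in PID+ cells in the RNA-seq, by amounts that differed widely. Snai1 (ENSMUSG00000042821.7, chromosome 2 of GRCm38 from 167538195 to 167542814) had an FPKM of 0.438 in PID+ and 0.784 in PID- cells, and its deposited intervals, from 0 to 1.29 and from 0 to 2.32, overlapped. Snai2 (ENSMUSG00000022676.6, chromosome 16 from 14705852 to 14709385) had an FPKM of 1.01 in PID+ and 11.5 in PID- cells, a log2 change of -2.64. The upper bound in PID+ cells, 2.43, lay just above the lower bound in PID- cells, 2.26. The genes on chromosome 16 had a median log2 change of -0.50, so part of the change in Snai2 was shared by its chromosome. Zeb1 (ENSMUSG00000024238.10, chromosome 18) went from 9.35 in PID- to 0.404 in PID+ cells, a log2 change of -2.88, and Zeb2 (ENSMUSG00000026872.13, chromosome 2) from 22.9 to 0.821, a log2 change of -3.71. The intervals of Zeb1 and Zeb2 did not overlap. Twist1 (ENSMUSG00000035799.5, chromosome 12) had an FPKM of 12.8 in PID+ and 22.2 in PID- cells with overlapping intervals. The median log2 change of the 5 genes was lower than that of each of 10000 random lists of 5 genes matched on mean FPKM (percentile 0), and with a pseudocount of 0.1 in place of 1 it was -3.39. The paper chose these genes for its study of EMT.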

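In the RNA-seq, E-cadherin (Cdh1, ENSMUSG00000000303.9, chromosome 8 from 106603351 to 106670246) had an FPKM of 192 in PID+ and 88.03 in PID- cells, a log2 change of 1.12. The primers called CLDN in the paper's primer table match the transcript of Cldn7 (ENSMUSG00000018569.9, chromosome 11), whose FPKM was 274 in PID+ and 79.4 in PID- cells, a log2 change of 1.77. Crb3 (ENSMUSG00000044279.12, chromosome 17), which overlaps Dennd1c and Slc25a23 in the annotation, had an FPKM of 55.8 and 22.4, a log2 change of 1.28. The deposited intervals of these 3 genes overlapped between the conditions. When Gapdh was set equal, the log2 changes were 0.50 for Cdh1, 1.15 for Cldn7 and 0.67 for Crb3. This setting lowers all genes in PID+ cells and moved the median of genes with a mean FPKM of at least 5 by -0.58. Equal total FPKM moved that median by -0.097, and equal upper quartiles of FPKM by 0.025. Vimentin (Vim, ENSMUSG00000026728.6, chromosome 2 from 13573927 to 13582826) showed the largest difference among these genes. Its FPKM was 19.1 in PID+ and 997 in PID- cells, a log2 change of -5.63, and the intervals, up to 38.1 in PID+ and from 213 in PID- cells, were apart. N-cadherin (Cdh2, ENSMUSG00000024304.11, chromosome 18) had an FPKM of 38.8 in PID+ and 39.4 in PID- cells, with overlapping intervals. Its log2 change was -0.02, 0.0018 with equal upper quartiles of FPKM and -0.63 when Gapdh was set equal. Fn1, which is also shown in Fig. 3d, had an FPKM of 1597 in PID+ and 1118 in PID- cells, with intervals that reached down to 0. Its log2 change of 0.51 was 0.41 with equal total FPKM and 0.54 with equal upper quartiles, and became -0.11 when Gapdh was set equal. A list of 16 epithelial genes, which holds Cdh1 and Cldn7, was written before the data were examined. Its median log2 change was 1.03 with 12 genes higher and 3 lower, above all 10000 random lists matched on mean FPKM. The 3 lower genes were Cdh17 (-3.33), Cdx2 (-2.55) and Lgals4 (-0.63). When Gapdh was set equal, the median of the list was 0.40 (percentile 100). From the gain of epithelial and the loss of mesenchymal mRNAs, the paper went on to examine EMT proteins by immunoblot.

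**Figure D1:**
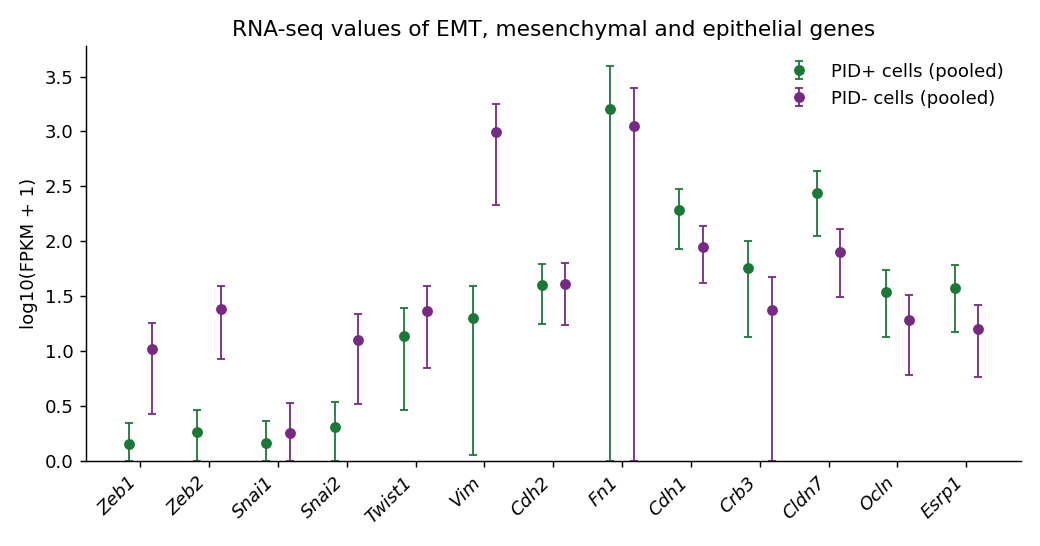
RNA-seq values of 13 genes in PID+ and PID- cells on a log10(FPKM + 1) axis. Points are the authors' pooled FPKM and bars the deposited CuffDiff intervals, which are not a spread between samples. The intervals of Zeb1, Zeb2 and Vim are apart, and those of the other genes overlap.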

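Among the Wnt genes measured by qPCR in Fig. 3d and the supplement, 4 had low FPKM in PID+ cells and were lower there than in PID- cells in the RNA-seq. Nkd1 (ENSMUSG00000031661.8, chromosome 8) had an FPKM of 0.103 in PID+ and 11.8 in PID- cells, a log2 change of -3.54, and Dkk2 (ENSMUSG00000028031.6, chromosome 3) had 2.13 and 42.7, a log2 change of -3.80, both with deposited intervals apart. Wnt2 and Lef1 had at most 3 estimated reads in PID+ cells. Wnt2 had an FPKM of 4.08 in PID- cells and was at least 193-fold lower in PID+ cells, and Lef1 had 0.456 and was at least 36.2-fold lower, with intervals that overlapped for both. Axin1 had an FPKM of 21.3 in PID+ and 27.5 in PID- cells, and Dvl1 20.8 and 35.6. Wnt10a (ENSMUSG00000026167.11, chromosome 1 from 74791516 to 74804179) was higher in PID+ cells, with an FPKM of 2.64 against 0.0744 and a log2 change of 1.76. Fzd10 was higher as well, with 5.59 against 0.305 and a log2 change of 2.34. Ccnd1 (ENSMUSG00000070348.4, chromosome 7), which overlaps LTO1 in the annotation, had an FPKM of 373 in PID+ and 300.0 in PID- cells. Its log2 change of 0.31 was 0.21 with equal total FPKM and 0.34 with equal upper quartiles. It became -0.31 when Gapdh was set equal, which lowers all genes in PID+ cells. Myc (ENSMUSG00000022346.11, chromosome 15) had 78.8 and 87.5, a log2 change of -0.15 that became -0.77 when Gapdh was set equal. Ccnd2 fell from 35.6 in PID- to 11.04 in PID+ cells, a log2 change of -1.60. Axin2, chosen after its values were seen, had 18.1 in PID+ and 59.6 in PID- cells, a log2 change of -1.66. For Wnt10a, Fzd10, Ctnna1, Ctnnb1, Ccnd1, Ccnd2, Myc, Axin1, Axin2 and Dvl1 the intervals overlapped.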

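Lgr5 (ENSMUSG00000020140.12, chromosome 10 from 115450311 to 115587780) had an FPKM of 0.755 in PID+ and 6.27 in PID- cells, a log2 change of -2.05. It overlaps A930009A15Rik in the annotation. Msi1 (ENSMUSG00000054256.8, chromosome 5) was near the floor in both conditions, with an FPKM of 0.11 in PID+ and 0.689 in PID- cells. Its log2 change was -0.61, and -1.91 with a pseudocount of 0.1. Bmi1 (ENSMUSG00000026739.10, chromosome 2) had an FPKM of 37.5 in PID+ and 57.1 in PID- cells, a log2 change of -0.59. The deposited intervals of the 3 genes overlapped between the conditions. The median of the 3 genes lay at percentile 5.37 of random lists matched on mean FPKM, at 2.08 when Gapdh was set equal, at 3.22 with the median of each chromosome subtracted, and at 0.955 with a pseudocount of 0.1.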

To verify the phenotypes suggested by these RNA profiles, we examined the state of key EMT proteins by immunoblot. The expression of *Zeb1*, *Snai1*, *Snai2* (*Slug*), and *Twist* was nearly undetectable in *PID*^*+*^ cells, whereas it was readily apparent in *PID*^*-*^ cells. Moreover, cells with active Pak (*i.e*., *PID*^-^ cells) had much higher expression of Fibronectin and N-Cadherin. In contrast, the expression level of E-Cadherin and Occludin was nearly undetectable in *PID*^*-*^ cells (Fig. 3e).

These data were corroborated by results of IHC staining of CRC tumor samples from CDX;APC;PID- and CDX;APC;PID+ mice (Supplementary Fig. 8C). For example, we found that E-cadherin, ESRP1 staining was greatly increased in tumors from CDX2;APC;PID mice, whereas Msi1 was decreased in these tissues, relative to tumor tissue from animals lacking PID expression. Interestingly, Bmi1 expression was not apparent in adenomas from either group of animals, whereas patches of strong immunoreactivity were found in infiltrating cells from CDX2;APC mice. It is unclear whether these Bmi1 positive cells represent infiltrating inflammatory cells or derive from epithelial CRC tumor cells. Caspase 3 staining was not prominent in tumor tissue from either CDX;APC;PID− or CDX;APC;PID + mice. Collectively, these data are consistent with the idea that suppression of Group I Pak activity can reverse and/or prevent EMT and the acquisition of transit amplifying cell-like characteristics in *Apc*-null colonic epithelial cells.

### Pak activity modulates expression of the miR-200 family

Given the prominent effects of Pak activity on the expression of a suite of genes that regulate EMT, we asked if these effects might be mediated by master switches of this process. First, we focused on the miR-200 family, which has been recognized as a potential tumor suppressor via its inhibitory effects on *Zeb1/2* expression^32^. We found that *PID*^*+*^ cells, which have a epithelial-like phenotype, had elevated transcription of all five miR-200 members, from a >10-fold increase for miR-200a and miR-200b to an ~2-fold increase for miR-200c and miR-141 (Fig. 4a). To assess whether this increase in miR-200 expression was required for the epithelial-like properties of *PID*^*+*^ cells, we reduced miR-200 expression by transfecting *PID*^*+*^ cells with a locked nucleic acid (LNA)-based miR-200 inhibitor. Cells transfected with such an inhibitor were significantly more invasive and migratory, especially cells that expressed miR-141/miR-200a (Fig. 4b, c). Notably, these effects were confined to increased cell motility and invasiveness; none of the miR-200 inhibitors promoted cellular growth (Supplementary Fig. 8D). Consistent with this phenotype, these changes were accompanied by a marked reduction in mRNA expression for epithelial genes, including complete loss of E-Cadherin expression in cells transfected with either single or combined miR-200 inhibitors (Fig. 4d, e).

**Fig. 4:**
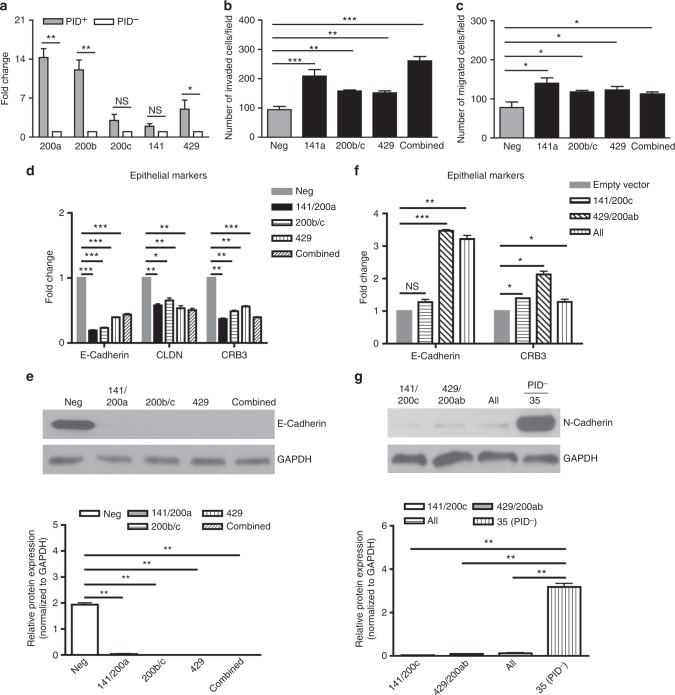
Upregulation of epithelial markers via miRNA-200 family. **a** Changes in pre-miRNA-200 relative expression levels in *PID*^+^ and *PID*^-^ primary cells, as measured by real-time PCR. **b** *PID*^+^ cells were transfected repeatedly every 3 days with either LNA-scrambled control (Neg) or LNA-200 oligonucleotide, then subjected to invasion assay. **c** Migration assay of *PID*^*+*^ primary cells transfected with either LNA-Scrambled control (Neg) or LNA-200 oligonucleotide. **d** qRT-PCR analysis of relative expression level of epithelial markers in *PID*^+^ primary cells transfected with either LNA-Scrambled control (Neg) or LNA-200 oligonucleotide. **e** Western blotting analysis and quantification of E-Cadherin in *PID*^*+*^ primary cells either harboring LNA-Scrambled (Neg) or LNA-200 oligonucleotide. GAPDH served as a loading control. **f** Changes in gene expression of epithelial markers in *PID*^-^ primary cells transduced with lentivirus bearing either *miR-200b-200a-429* cluster or *miR-200c-141* cluster, as measured by real-time PCR. **g** Western blotting analysis and quantification of N-Cadherin in *PID*^-^ primary cells (#35) expressing either *miR-200b-200a-429* cluster or *miR-200c-141* cluster. GAPDH served as a loading control

As the miR-200 family is thought to be essential for programming cells to an epithelial state, we also investigated if ectopically expressing miR-200 would cause *PID*^*-*^ cells, which have a mesenchymal-like phenotype, to undergo MET, regaining an epithelial phenotype. We therefore generated new *PID*^*-*^ cells that constitutively expressed either the *miR-200b-200a-429* cluster or the *miR-200c-141* cluster by transducing these cells with an appropriately designed lentiviruses, confirming their expression by RT-PCR (Supplementary Fig. 8A). Enforced expression of either *miR* cluster increased the transcriptional levels of the epithelial markers *Crb3* and *E-Cadherin*, especially in cells transduced with the *miR-200b-200a-429* lentivirus (Fig. 4f). Conversely, N-Cadherin protein levels were reduced by >90% in cells transduced with either *miR* cluster (Fig. 4g). These results also suggest that inactivation of Paks upregulates miR-200 expression, leading to restriction of EMT by modulating expression of epithelial-related gene.

### Group I Paks regulate CD44 splicing

To further probe EMT signaling pathways that are regulated by Pak activity, we analyzed the levels of CD44 variants in these primary CRC cells. The *CD44* gene has been found to splice differentially during EMT and a switch between isoforms is required for proper EMT induction^33,34^. The level of *CD44* mRNA isoforms was monitored by qPCR using different sets of primers and composition of these transcripts was accomplished by using exon-specific RT-PCR as well (Supplementary Fig. 8B, C). *PID*^+^ cells expressed at least five-fold higher levels of *CD44v4-10* variants compared to controls, whereas the *CD44* standard isoform (*CD44s*), which is associated with a mesenchymal phenotype in CRC cells, was predominantly expressed in *PID*^-^ cells (Fig. 5a). Exon skipping primers specific for *CD44s* clearly demonstrated an amplified product in *PID*^-^ cells only (Supplementary Fig. 9C). The shift in isoform expression from CD44v to CD44s was confirmed by immunoblot with CD44 antibodies that recognize both the variant and standard isoforms. Cells with inactive Paks expressed the CD44v variant, but completely lacked the CD44s isoform (Fig. 5b). There was no statistically significance difference in total *CD44* mRNA levels, indicating that cells adopt alternative splicing regulation to generate CD44s isoform rather than changing overall transcription (Fig. 5a).

**Fig. 5:**
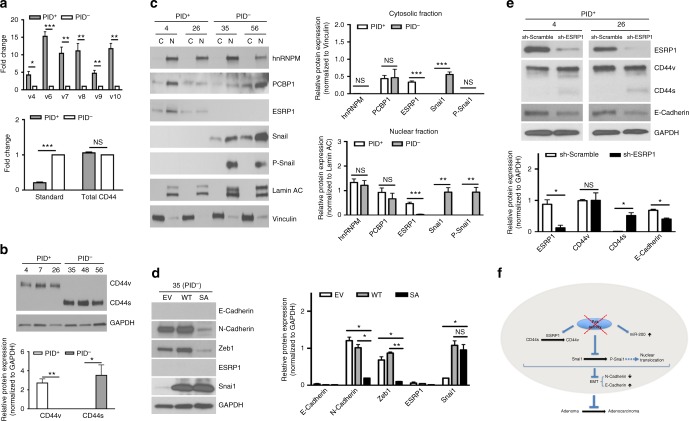
Alternative splicing of CD44 contributes to EMT in *PID*-expressed cells. **a** Real-time PCR analysis showed relative expression levels of standard isoform, total and variants of CD44 in *PID*^+^ and *PID*^-^ primary cells. Results were normalized to *GAPDH*. **b** Immunoblot analysis and quantification of CD44 isoform in *PID*^+^ (4, 7, and 26) and *PID*^-^ (35, 48, and 56) cells. GAPDH served as the internal control. **c** Immunoblot analysis showed protein levels and localization of hnRNPM, PCBP1, ESRP1, Snai1 and P-Snai1 in *PID*^+^ (4 and 26) and *PID*^-^ (35 and 56) primary cells. Lamin A/C and Vinculin served as loading control for cytoplasmic (C) and nuclear (N) fraction, respectively. Graphs represented quantification of proteins in nuclear and cytosolic fraction. **d** Immunoblot analysis and quantification of E-Cadherin, N-Cadherin, Zeb1, ESRP1, and Snai1 in *PID*^-^ primary cells either transduced with retrovirus bearing empty vector (EV), wild-type Snai1 (WT) or virus expressing mutant Snai1-S246A (SA). GAPDH serve as a loading control. **e** Immunoblot analysis and quantification of ESRP1, CD44, E-Cadherin and GAPDH in *PID*^*+*^ primary cells either transducted with sh-Scramble or shRNA against ESRP1. **f** Schematic illustration of invasiness inhibition by PID peptide

Two splicing factors, epithelial splicing regulatory protein 1 (ESRP1) and heterogeneous nuclear ribonucleoprotein M (hnRNPM), have been reported to regulate the CD44 isoform switch^33,35^. To investigate if these splicing factors contributed to CD44s expression, we fractionated four of the mouse-derived colonic epithelial cell lines, two from each genotype, into subcellular components and examined ESRP1 and hnRNPM expression and localization. ESRP1 was found in both the cytoplasmic and nuclear compartments of *PID*^+^ cells; however, it was not detectable in either compartment in *PID*^-^ cells (Fig. 5c). This finding is consistent with previous report, as downregulation of ESRP1 is found in cells with high CD44s levels^34^. In contrast, no difference in hnRNPM expression was observed between *PID*^+^ and *PID*^-^ cells, and expression was detected in the nuclear fraction only. We also examined the expression level of PCBP1, another splicing factor that has recently been suggested to regulate CD44 variant splicing^36^. As with hnRNPM, PCBP1 was localized both in both the cytoplasm and nucleus, but no alteration of expression or localization was found between *PID*^+^ and *PID* cells (Fig. 5c). These results suggest that ESRP1, but not hnRNPM or PCBP1, is a major determinant of the CD44 isoform shift in these cells and that its expression is regulated by Group I Paks.

### PID expression attenuates EMT by decreasing Snai1 activation

Expression of ESRP1 is regulated by Snai1, a transcription factor that promotes EMT^37^. Pak1 has been reported to regulate the function of Snai1 via phosphorylation and control of its subcellular localization^38^. To gain further insight into the role of Pak in EMT, we analyzed the phosphorylation status of Snai1 in *PID*^+^ and *PID*^-^ cells. As shown in Fig. 5c, Snai1 was phosphorylated only in the nuclear fraction extracted from cells with active Pak (i.e., *PID*^-^ cells). Since Snai1 is degraded via PKD1 phosphorylation and ubiquitination mediated by p53^39,40^, we next questioned whether proteasome degradation was responsible for downregulating Snai1 protein in *PID*^+^ cells. However, treatment of cells with the proteosomal inhibitor MG132 did not restore the expression of Snai1 (Supplementary Fig. 8D). These results suggest that Pak inhibits Snai1 expression primarily at the transcriptional rather than the post-translational level.

Phosphorylation of Snai1 at serine residue 246 has been identified as a key target site of Pak1 that activates transcriptional function^38^. To ask if the EMT characteristics described above were mediated by Snai1 phosphorylation, we infected *PID*^-^ cells with retrovirus bearing either empty vector (EV), wild-type Snai1 (WT) or a Snai1 mutant that cannot be phosphorylated by Pak1 (Snai1^S246A^, hereafter termed Snai1 SA). Expression of this mutant in *PID*^-^ cells resulted in a strong repression of N-Cadherin and Zeb1 (Fig. 5d). In addition, we found that the nuclear accumulation of Snai1 was decreased in cells with Snai1 SA mutant compared with cells infected with WT Snai1 (Supplementary Fig. 8E). Strikingly, we did not detect re-expression of E-Cadherin and ESRP1 in Snai1 SA-transfected cells, implying that Snai1 probably not involve in modulation of their expression (Fig. 5d).

As ESRP1 is one of the mediators involving in an epithelial phenotype maintenance, we asked whether depletion of ESRP1 could promote the expression of EMT markers in *PID*^*+*^ cells. We analysed the status of two epithelial markers in *PID*^*+*^ cells transduced with lentiviruses bearing shRNA against ESRP1. Upon depletion of ESRP1, there was a slight but readily apparent increase in expression of the CD44s isoform (Fig. 5e). ESRP1 depletion was also accompanied by a decrease in E-Cadherin expression. Taken together, these results indicate that Group I Pak regulates the expression of ESRP1, which may contribute to its effects on EMT.

## Discussion

In this study we demonstrate the utility of *PID* transgenic animals, which conditionally express a specific peptide inhibitor of Group I Paks, to study the role of these kinases in a genetically engineered cancer mouse model of colon cancer. When activated by Cre recombinase, we found that the *PID* transgene effectively suppressed endogenous Group I Pak activity in vivo, and that such reduction resulted in a marked reduction in the number and progression of adenomas to carcinoma in an *Apc*-driven model of CRC. Tissues from *PID*-expressing colonic epithelia showed a strong suppression of Erk and Akt signaling activity. In addition, cells from such animals showed reduced expression of transcriptional factors associated with EMT, increased expression level of the miR-200 family, increased expression of ESRP1, a switch in CD44 isoforms, and loss of phosphorylation of the master EMT regulator Snai1. Together, these results highlight that Group I Pak kinase activity is a key factor in regulating the epithelial signaling program during carcinogenesis and also support the idea that small molecule inhibitors of Group I Paks might be useful in the treatment of CRC.

Pak1 in particular is suspected of playing a driver role in several different cancers, and animals bearing deletions in *Pak1* have been used to study its roles in malignancy. *Pak1*^*-/-*^ mice are viable but exhibit immune deficiencies^41^ and, in genetically engineered mouse cancer models, deletion of *Pak1*^*-/-*^ has been shown to slow tumorigenesis induced by oncogenic forms of *ERBB2* or *KRAS*^13,42^. However, it is uncertain whether these beneficial effects are mediated by loss of kinase function or loss of scaffolding functions, or a combination of the two. The *PID* transgenic mouse, in which endogenous Group I Paks are inhibited but not absent, potentially provides a more realistic system to delineate their biological functions and to predict outcomes of treatment with specific Pak-specific small molecule inhibitors. The PID derived from Pak1 is known to bind only two classes of protein: Group I Paks and the fragile × mental retardation proteins FXR1 and FMR1^20^. Binding to FXR1/FMR1 is associated with alterations in cell cycle, and may explain off-target effects of Pak1-derived PID expression that have been observed in some settings^30^. However, binding to FXR1/FMR1 only occurs with the Pak1-derived PID, not the closely related PIDs from Pak2 or Pak3. This specificity is related to the presence of an acidic residue (glutamic acid) in the Pak1 PID that is represented by a basic residue (lysine) at the equivalent position in Pak2 and Pak3^20^. Our transgene encodes a Pak1-derived PID bearing a synthetic E129K mutation, and thus does not bind FXR1/FMR1. This peptide represents the most specific Pak inhibitor known, with no recognized off-targets among protein kinases.

Several small molecule Pak inhibitors have been described over the past few years. One of these drugs, the pan-Pak inhibitor PF-3758309, entered clinical trials; however, the development of this compound was discontinued because of unsatisfactory pharmacokinetics and adverse side effects^27^. Frax-1036, a more specific inhibitor of Group I Paks only, has been shown to inhibit cellular proliferation and to induce of apoptosis in several cancer cell types^28,43,44^. Recently, Ndubaku et al. modified Frax1036 to create a more specific inhibitor, G-5555, by relocating an amine group to improve its stability and potency^45^. These developments, plus the recent description of an isoform-specific small molecule Pak inhibitor that can discriminate between Pak1 and Pak2, suggest that such agents may find clinical utility in treating various human malignancies that require Pak function, including CRC.

Several mechanisms have been proposed to account for the role of Group I Paks in tumorigenesis. These include (i) phosphorylation of c-Raf and Mek1, augmenting Erk activation, (ii) C-terminal phosphorylation of β-catenin, stabilizing this transcriptional regulator and promoting its entry into the nucleus, (iii) a scaffold-mediated effect on Akt activation, and (iv) effects on proteins that regulate cytoskeletal dynamics and structure^6^. Given the important of Wnt signaling in CRC, the effect of Pak on β-catenin has been studied in some detail in this disease. In cell-based colon cancer models, loss of Pak by siRNA is associated with decreased proliferation and invasion, and decreased β-catenin activity. This effect is thought to be mediated by C-terminal, stabilizing phosphorylation of β-catenin by both Group I and Group II Paks^12,46–52^. Consistent with these publications, we found that tissues and cells derived from PID-expressing *Apc*-null mice showed reduced activity of Erk, Akt, and β-catenin (Supplementary Fig. 4A). In addition, we found that PID expressing cells had a markedly more epithelial morphology than control cells (Supplementary Fig. 3A). While some aspects of this phenotype might be explained by the effects of Pak on β-catenin activity, our data suggest a more direct regulation of EMT via miR-200 and Snai. *PID*^*+*^ cells had elevated levels of miR-200, and this increased expression might account for the upregulation of ESRP1 and subsequent switch of CD44s to the CD44v isoform^53,54^ (Fig. 5f). In addition, we confirmed that Pak1, directly or indirectly, regulates Snai1 through phosphorylation (Fig. 5c, d), and showed that preventing this event by expressing a non-phosphorylable form of Snai1 reverted *PID*^*+*^ cells to a mesenchymal state (Fig. 5d).

Snai1 has been reported to interact with β-catenin in the nucleus to promote transcription of Wnt targets^55^. It is thus plausible that the beneficial effects of suppressing Group I Paks in the setting of *Apc* deletion are mediated by reductions in both EMT (via miR-200 and Snai1) and Wnt (via β-catenin) signaling pathways. Because Group I Paks play regulatory roles in multiple pathways that contribute to the transformed phenotype in *Apc*-mutant CRC, these kinases may represent particularly attractive therapeutic targets in this disease.

## Methods

### Vector construction

The Gateway-compatible pROSA26-DV1 vector was obtained from Dr. Jody Haigh^21^. A *GST-PID* fragment (bearing a *Pak1*^*E129K*^ mutation to abrogate FMR1 binding, termed PID*) was cloned into a pEntry vector after PCR and gel purification, using the following oligonucleotide pair: GCGGCCGCCACCATGGCCCCTATA (Forward), GGCGCGCCTCATGACTTATCTGTA (Reverse), to amplify the human PID gene fragment from pGEX-CRIB^56^. The LR reaction was performed using Clonase^TM^ Enzyme Mix (Life Technology) according to the manufacture’s instruction. A positive clone (pROSA26-GST-PID*-IRES-eGFP) was linearized by *Pvu*I and electroporated into G4 ES cells.

### ES cell culture and aggregations

The G4 ES cell line^57^ was grown and manipulated at 37 °C in 5% CO_2_ on mitomycin C-treated mouse embryonic fibroblasts in high-glucose DMEM supplemented with 15% ES-graded fetal bovine serum (FBS), 2 mM l-glutamine, 1 mM sodium pyruvate, 0.1 mM non-essential amino acids, 0.1 mM 2-mercaptophenol and 2000 U/ml recombinant leukemia inhibitory factor (LIF).

### Generation of transgenic mice

Twenty-four hours after electroporation, G418 (200 µg/ml) was added to medium for 10 days to select for neomycin-resistant cells. 200 of ES cell clones were picked and genomic DNA was obtained for screening positive clone using F1 (TAGGTAGGGGATCGGGACTCT) and R1 (GCGAAGAGTTTGTCCTCAACC), F2 (CCCATCAAGCTGATCCGGAACC) and R2 (GTGAACAGCTCCTCGCCCTTG) primer pairs to generate a 1.2 kb and 1.4 kb PCR product, respectively.

*Rosa26* targeted ES cells were utilized in diploid embryo for ES cell aggregation experiment. Female mice were super-ovulated and diploid embryos were obtained by flushing from the oviduct. ES cells were gently trypsinized in 0.25% trypsin/EDTA (Life Technology) to break up into small clumps with 8–15 cells and placed next to the embryos for cell aggregation. Blastocyst stage embryos were transferred into pseudo-pregnant female mice.

All animal experiments were approved by the Fox Chase Cancer Center Institutional Animal Care and Use Committee (IACUC) and carried out according to NIH-approved protocols in compliance with the guide for the Care and Use of Laboratory Animals. Genomic DNA of pups was prepared from tails for detecting existence of transgene by both external primer (F1 and R1) and internal primer (F2 and R2). The adult agouti bearing ROSA26 targeted allele was crossed with *CDX2P-NLS-Cre* and *APC*^*loxP/+*^ transgenic mice (both are C57BL6/J) separately to generate *CDX2P-NLS-Cre;ROSA26-PID* and *APC*^*loxP/+*^*;ROSA26-PID* colonies, termed *CDX2;PID* and *APC;PID* mice, respectively. Progeny from these colonies were subsequently bred to generate *CDX2P-NLS-Cre;APC*^*Δ/+*^*;ROSA-PID* mice, termed *CDX2;APC;PID*. Genotyping was performed by PCR analysis of tail biopsy DNA. All mice were examined and weighted once every two weeks for 8 months. Mice were euthanized if mice exhibited signs of illness.

### Cell culture, transfections, and transductions

Primary colon epithelial cells were established from tumors isolated from *CDX2P-NLS-Cre;APC*^*Δ/+*^*;ROSA26-PID* and *CDX2P-NLS-Cre;APC*^*Δ/+*^ mice. A human colon cell line, SW48 (ATCC CCL-231, which has been authenticated and tested for mycoplasma free) was used in xenograft experiments. All cell lines were maintained in RPMI-1640 medium supplemented with 10% of FBS, 2 mM L-glutamine and 100 U/ml penicillin/streptomycin ay 37 °C in a humidified 5% CO_2_ incubator. Transfection of LNA- miR-200 chimeric LNA/DNA oligonucleotide was carried out with Lipofectamine 2000 (Life Technology) according to the manufacturer’s instructions. Cells expressing PID (#4 and #26) were transfected with either 50 nM of LNA-miR-200 or miRCURY inhibitor control LNA (Exiqon) repeatedly every 3 days for up to a total of 22 days^58^. Non-PID-harboring cells (#35 and #56) were infected with lentivirus constitutively expressing either *miR-200b-200a-429* cluster or *miR-200c-141* cluster^59^.

The φNX retrovirus packaging cell line (Orbigen) was transfected using Lipofectamine 2000 (Invitrogen). Viral supernatants were harvested 48 h post-transfection and filtered. Cells were incubated with retroviral supernatant supplemented with 4 μg/ml polybrene for 4 h at 37 °C, and then were cultured in growth media for 48 h for viral integration. Infected cells were selected with 2 μg/ml of puromycin or by flow cytometry for cells with green fluorescent protein (GFP).

Five mouse lentiviral shRNA (TRC0000127334-TRC0000127338; Openbiosystems) were analyzed for knockdown efficieny of ESRP1 in *PID*^*+*^ cells using Lipofectamine 2000 (Life Technology) according to the manufacturer’s instructions. Total protein lysates were extracted from *PID*^*+*^ cells infected by lentivirus with puromycin selection for 2 weeks and evaluated kncoldown efficiency by immunoblots.

### Apoptosis assay

Cells at 2 × 10^6^ was trypsized, washed with PBS and fixed overnight in 4% paraformaldehyde. Cells were spinned down and resuspended in HistoGel (Thermo Scientific) and allowed to solidified at room temperature. HistoGel pellet was embedded in parafilm and section was stained with cleaved caspase 3 to analyze apoptosis and hematoxylin and eosin (H&E) stained section was used for diagnostic purposes.

### Cell proliferation assay

Cells were plated at 2 × 10^3^ in 96-well plates and 10 µl of 3-[4,5-dimethylthiazol-2-yl]-2,5-diphenyl tetrazolium bromide (MTT) solution was added to each well to a final concentration of 0.5 mg/ml. The reaction was stopped after 4 h at 37 °C by adding 100 µl of solubilization solution (10% SDS in 0.01 M HCl) and the samples were analyzed at 595 nm on Perkin Elmer Envision plate reader. Triplicates were performed for each sample, and experiments were preformed on three occasions.

### Cell motility and invasion assays

Matrigel invasion and BioCoat control chamber (BD Biosciences) were rehydrated in serum-free RPMI-1640 medium for 2 h and then placed in 0.75 ml of RPMI-1640 medium supplemented with 5% of FBS. Cells at a density of 2 × 10^4^ suspended in 0.5 ml of RPMI-1640, and seeded onto Matrigel chambers. Cells were allowed to migrate for 19 h. Cells on the upper surface were gently removed with a cotton bud, and cells that had migrated through the 8-μm pores were fixed with 4% paraformaldehyde for 15 min and stained with 0.1% crystal violet for 15 min. Membranes were washed, removed and mounted on a glass slide, and the level of invasion was quantified by visual counting using a microscope with a 20x objective. Cell motility was determined by counting cells migrated through the BioCoat control chamber, and cell invasiveness was determined by counting cells invaded through the Matrigel on the 8 μm membrane pores of the Matrigel invasion chamber.

### RNA isolation, (q)RT-PCR and RNA-seq

Total RNA was isolated using Tri reagent (Sigma) and digested by DNase I (Life Technology). First-Strand cDNA was synthesized using SuperScript III reverse transcriptase (Life Technology) according to manufacture’s protocol and standard PCR was performed afterwards. Quantitative Real-time PCR analysis was accomplished using Fast SYBR Green master mix on a 7500 quantitative Real-time PCR machine (Applied Biosystems). The relative amount of gene transcripts and pre-micro-RNA (pre-miRNA) was normalized to GAPDH and U6, respectively. The primers sequences were listed in Supplementary Table 1.

The mouse reference genome assembly (GRCm38.p3) was obtained from Gencode and indexed using Bowtie2 (v2.1.0). The paired end reads were cleaned of adapters using CutAdapt (v1.8.1), and FastQC (v0.11.2) was used to examine read quality. The cleaned reads were aligned using TopHat version 2.0.8 with a gene annotation file of all protein coding genes provided and detection of novel junctions deactivated. For each condition (treated and untreated) three sets of reads from replicated sequencing runs were provided to TopHat, and a single alignment file generated for each condition. These alignment files (BAM) were converted to a text-readable (SAM) format using Samtools version (v0.1.19). One SAM file for each condition was provided to CuffDiff, with compatible hits normalization activated and the gene annotation (GTF) file again provided as input. CuffDiff generated a number of files used to analyze the differential expression between these two conditions. Expression analysis was performed using the CummeRbund (v2.7.2) R package, which takes the differential expression output files from CuffDiff as input.

Pathway analysis was performed on a number of cancer related pathways, which were obtained from the Kegg database. For each pathway we used the cummeRbund package to generate a heatmap of all genes as well as a heatmap for only those genes with significant fold change between conditions. Expression plots were generated for a specific set of genes in order to compare the RNA-seq expression analysis with RT-PCR results for confirmation. 

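In the RNA-seq table, 20 of the genes with a qPCR value that could be read from the figures had a qPCR change of more than 1.5-fold, and 19 of these had the same direction of change in FPKM. The exception was Fzd10, whose FPKM was 18.3 times as high in PID+ cells. The 19 include Cdh2, whose FPKM ratio was 0.983 against a qPCR fold of about 0.37. With equal upper quartiles of FPKM the ratio of Cdh2 was 1.001, which is the opposite direction. Lef1, whose fold is a lower bound, was lower by both methods and is not among the 20. The other 4 genes (Fn1, Ccnd1, Ctnna1 and Ctnnb1), with a smaller qPCR change, had the opposite direction in FPKM, so that 19 of 24 genes had the same direction. Their FPKM ratios, from 1.09 to 1.43, fall below 1 when Gapdh is set equal, since this divides the ratio of every gene by 1.54. For 23 genes, without Fzd10 and Lef1, the median distance between the FPKM ratio and the qPCR fold was 0.75 on the log2 scale. Of the 31 primer pairs from the paper's table that were matched here, 26 match a transcript of the named gene without a mismatch and the CLDN pair matches Cldn7. Primers for microRNAs, U6 and the variant exons of CD44 were not matched. The pair listed for Fzd10 matches Fzd2, with a product of 114 bases, and has 4 and 8 mismatches to Fzd10. The pairs for Dvl1, Wnt2 and Bmi1 have 1 or 2 mismatches and no exact match in the reference transcripts. Fzd2 was looked up after this match was found, and its FPKM was 13.8 in both conditions. The authors' relative amounts of transcripts were normalized to GAPDH, and the FPKM of Gapdh was 1.54 times as high in PID+ as in PID- cells.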

The results between these two methods were highly concordant showing that the expression of these genes was altered by treatment.

### Immunofluorescence

NCells were plated on glass coverslips in 6-well culture plates and fixed in 4% paraformaldehyde for 10 min, permeabilized with 0.2% Triton X-100 for 10 min and blocked with 1% BSA in PBS for 20 min. The coverslips were incubated with the Snai1 antibody (abcam #180714, 1/100) for 1 h at room temperature. After three washes, the coverslips were incubated with goat anti-rabbit IgG-Alexa-Green 488 secondary antibody (Molecular Probe #A11008, 1/500) for 1 h at room temperature. Nuclei were stained with DAPI (Molecular Probe, 1/5000). Images were observed and captured on an inverted phase/fluorescence microscope with a 40x objective (Nikon TE300).

### Tissue preparation, histology, immunohistochemistry

All tumor lesions, control tissues and internal organs were fixed overnight in 4% paraformaldehyde, dehydrated and embedded in paraffin. Hematoxylin and eosin stained sections were used for diagnostic purposes and unstained sections for immunohistochemical (IHC) studies. IHC was performed with the following antibodies: rabbit polyclonal antibody for phospho-Pak, phospho-Mek (Life Technology #44940 G, 1/300, and #44460 G, 1/50, respectively),, phospho-Akt, phospho-Histone H3, and cleaved caspase 3 (Cell Signaling Technology #4060, 1/50, #9701, 1/200, and #9661, 1/200 respectively), Msi1 (Santa Cruz Biotechnology #sc-135721, 1/100), Bmi1 (abcam #ab14389, 1/50), ESRP1 (Novus Biologicals #NBP1-82201, 1/200), E-Cadherin and BrdU (BD Transduction Laboratories #610182, 1/100 and #347580, 1/100, respectively). The evaluation of the IHC was conducted blindly, without knowledge of the genotype.

For cytoplasmic P-Pak, P-Mek, P-Akt, Bmi1 and Msi1, positive staining results were scored by a pathologist and interpreted in categories from 0 to 3+ as follows: 0, no staining; 1+, 10–40% of the cells stained; 2+, 40–60%; and 3+, >60%. The number of positive cells for cleaved caspase-3 was counted under high-power microscopic field. For ESRP1 and E-Cadherin, slides were scanned using an Aperio ScanScope CS 5 slide scanner. The positive nuclear percentage for ESRP1 was quantifed using the the Aperio nuclear V9 algorithm and the intensity score for E-Cadherin was quantified using the Aperio membrane V9 algorithm.

### Immunoblotting

Western blot analyses were performed on lysates extracted from primary cell cultures with RIPA lysis buffer (50 mM Tris-HCl, 150 mM NaCl, 1% NP40, 0.25% sodium deoxycholate, 1 mM PMSF, protease inhibitor and phosphase inhibitor cocktail). Protein concentrations were determined, and equal amounts of total proteins were separated on SDS-PAGE. Antibodies used included anti-Zeb1 (#3396; 1/500), -Slug (#9585; 1/500), -Twist (#46702; 1/500), -Fibronectin (#6238; 1/500), -Pak1 (#2602; 1/2000), -Pak2 (#2608; 1/1000), -Pak3 (#2609; 1/1000), -Mek (#9122; 1/2000), -Erk (#9101; 1/5000), -phospho-Erk1/2 (Thr202/Tyr204) (#9101; 1/5000), -Akt (#9272; 1/1000), -phospho-Akt (Ser473) (#4060; 1/1000), -mTOR (#2983; 1/1000), -phospho-mTOR (Ser2448) (#2971; 1/1000), -phospho-β-Catenin (Ser675) (#4176; 1/1000), -GST (#2622; 1/1000), and -cyclin D1 (#2978; 1/1000), all from Cell Signaling Technology; anti-phospho-Pak (Ser141) (#44940G; 1/7000) and -phospho-Mek (Ser298) (#44460G; 1/2000) were from Life Technology. Vinculin (#V9131; 1/1000) was from Sigma-Aldrich. Antibodies against β-Catenin (#610154; 1/2000), E-Cadherin (#610182; 1/1000) and N-Cadherin (#610920; 1/1000) were from BD Transduction Laboratories; Occludin (#sc-5562; 1/1000), PCBP1 (#sc-393076; 1/1000), CD44 (#sc-18849; 1/300), and Lamin A/C (#sc-7292; 1/1000) were from Santa Cruz Biotechnology; hnRNPM (#TA301557; 1/1000); ESRP1 (#NBP1-82201; 1/1000) was from Novus Biologicals; Snai1 (#ab180714; 1/500) and phospho-Snai1 (#ab63568; 1/250) were from Abcam. GAPDH (#2118; 1/10000) or Actin (#3700; 1/10000) was used as loading controls. Uncropped images of key western blots are available in Supplementary Fig. 9.

### Tumorigenicity assays

Cells were trypsinized, washed with PBS and resuspended at 10^7^ cells per ml in PBS. 2 × 10^6^ cells were injected subcutaneously into flanks of 6-week old nude mice (BALB/c nu/nu). Mice were monitored and tumor diameters were measured every 2 days using caliper for 2 weeks following injection. Tumor volume was calculated by the following formula: volume = 0.5 × (length) x (width)^2^. The mice were sacrificed and the tumors were resected for histological examination and immunoblot analysis.

### Treatment with Pak inhibitors

Frax1036 (C_28_H_32_ClN_7_O; M.W. 518.05) was formulated in 20% of 2-Hydroxypropyl-β-cyclodextrin in 50 mM citrate buffer (pH 3.0) and administrated to mice receiving either single dose of 30 mg/kg/day or an equivalent volume of vehicle via oral gavage. G-5555 (C_25_H_25_CIN_6_O_3_; M.W. 492.96) was reconstituted in corn oil and MCT (0.5% (w/v) methylcellulose/0.2% (w/v) Tween 80 in sterile water) and administrated to mice twice either dose of 25 mg/kg/day or vehicle by oral gavage, with the second dose given 6 h interval. All treatments were continued for 2 weeks, at which time the animals were sacrificed.

### Image quantification

All immunoblots, immunofluorescence images, and RT-PCR gel images were obtained by at least three independent experiments and quantified by a freeware Image J v1.5 downloaded from NIH website. Statistical differences in expression between *PID*^*+*^ and *PID*^*-*^ cells were presented as mean ± SEM using Student’s *t*-test.

### Statistical analysis

Statistical analysis was performed using GraphPrism. Tumor numbers and average size were compared with control groups using a two-tailed Student’s *t*-test with *P* < 0.05 considered statistically significant. *P < 0.05, **P < 0.005, ***P < 0.0005, student *t*-test. NS, not significant.

## Electronic supplementary material

Supplementary Information

Peer Review File

## Data Availability

All materials are available to the research community. A material transfer agreement is required to obtain the ROSA26-LSL-PID mice. Data that support the findings of this study have been deposited in the NCBI Gene Expression Omnibus (GEO; https://www.ncbi.nlm.nih.gov/geo/) with the accession number GSE116832 and all relevant data are available from the authors upon reasonable request.

# Supplementary material for: Group I Paks are essential for epithelial- mesenchymal transition in an Apc-driven model of colorectal cancer
**Source:** Nat Commun. 2018 Aug 27;9:3473. doi: 10.1038/s41467-018-05935-6
**Supplement:** Supplementary file 1 — Supplementary Information

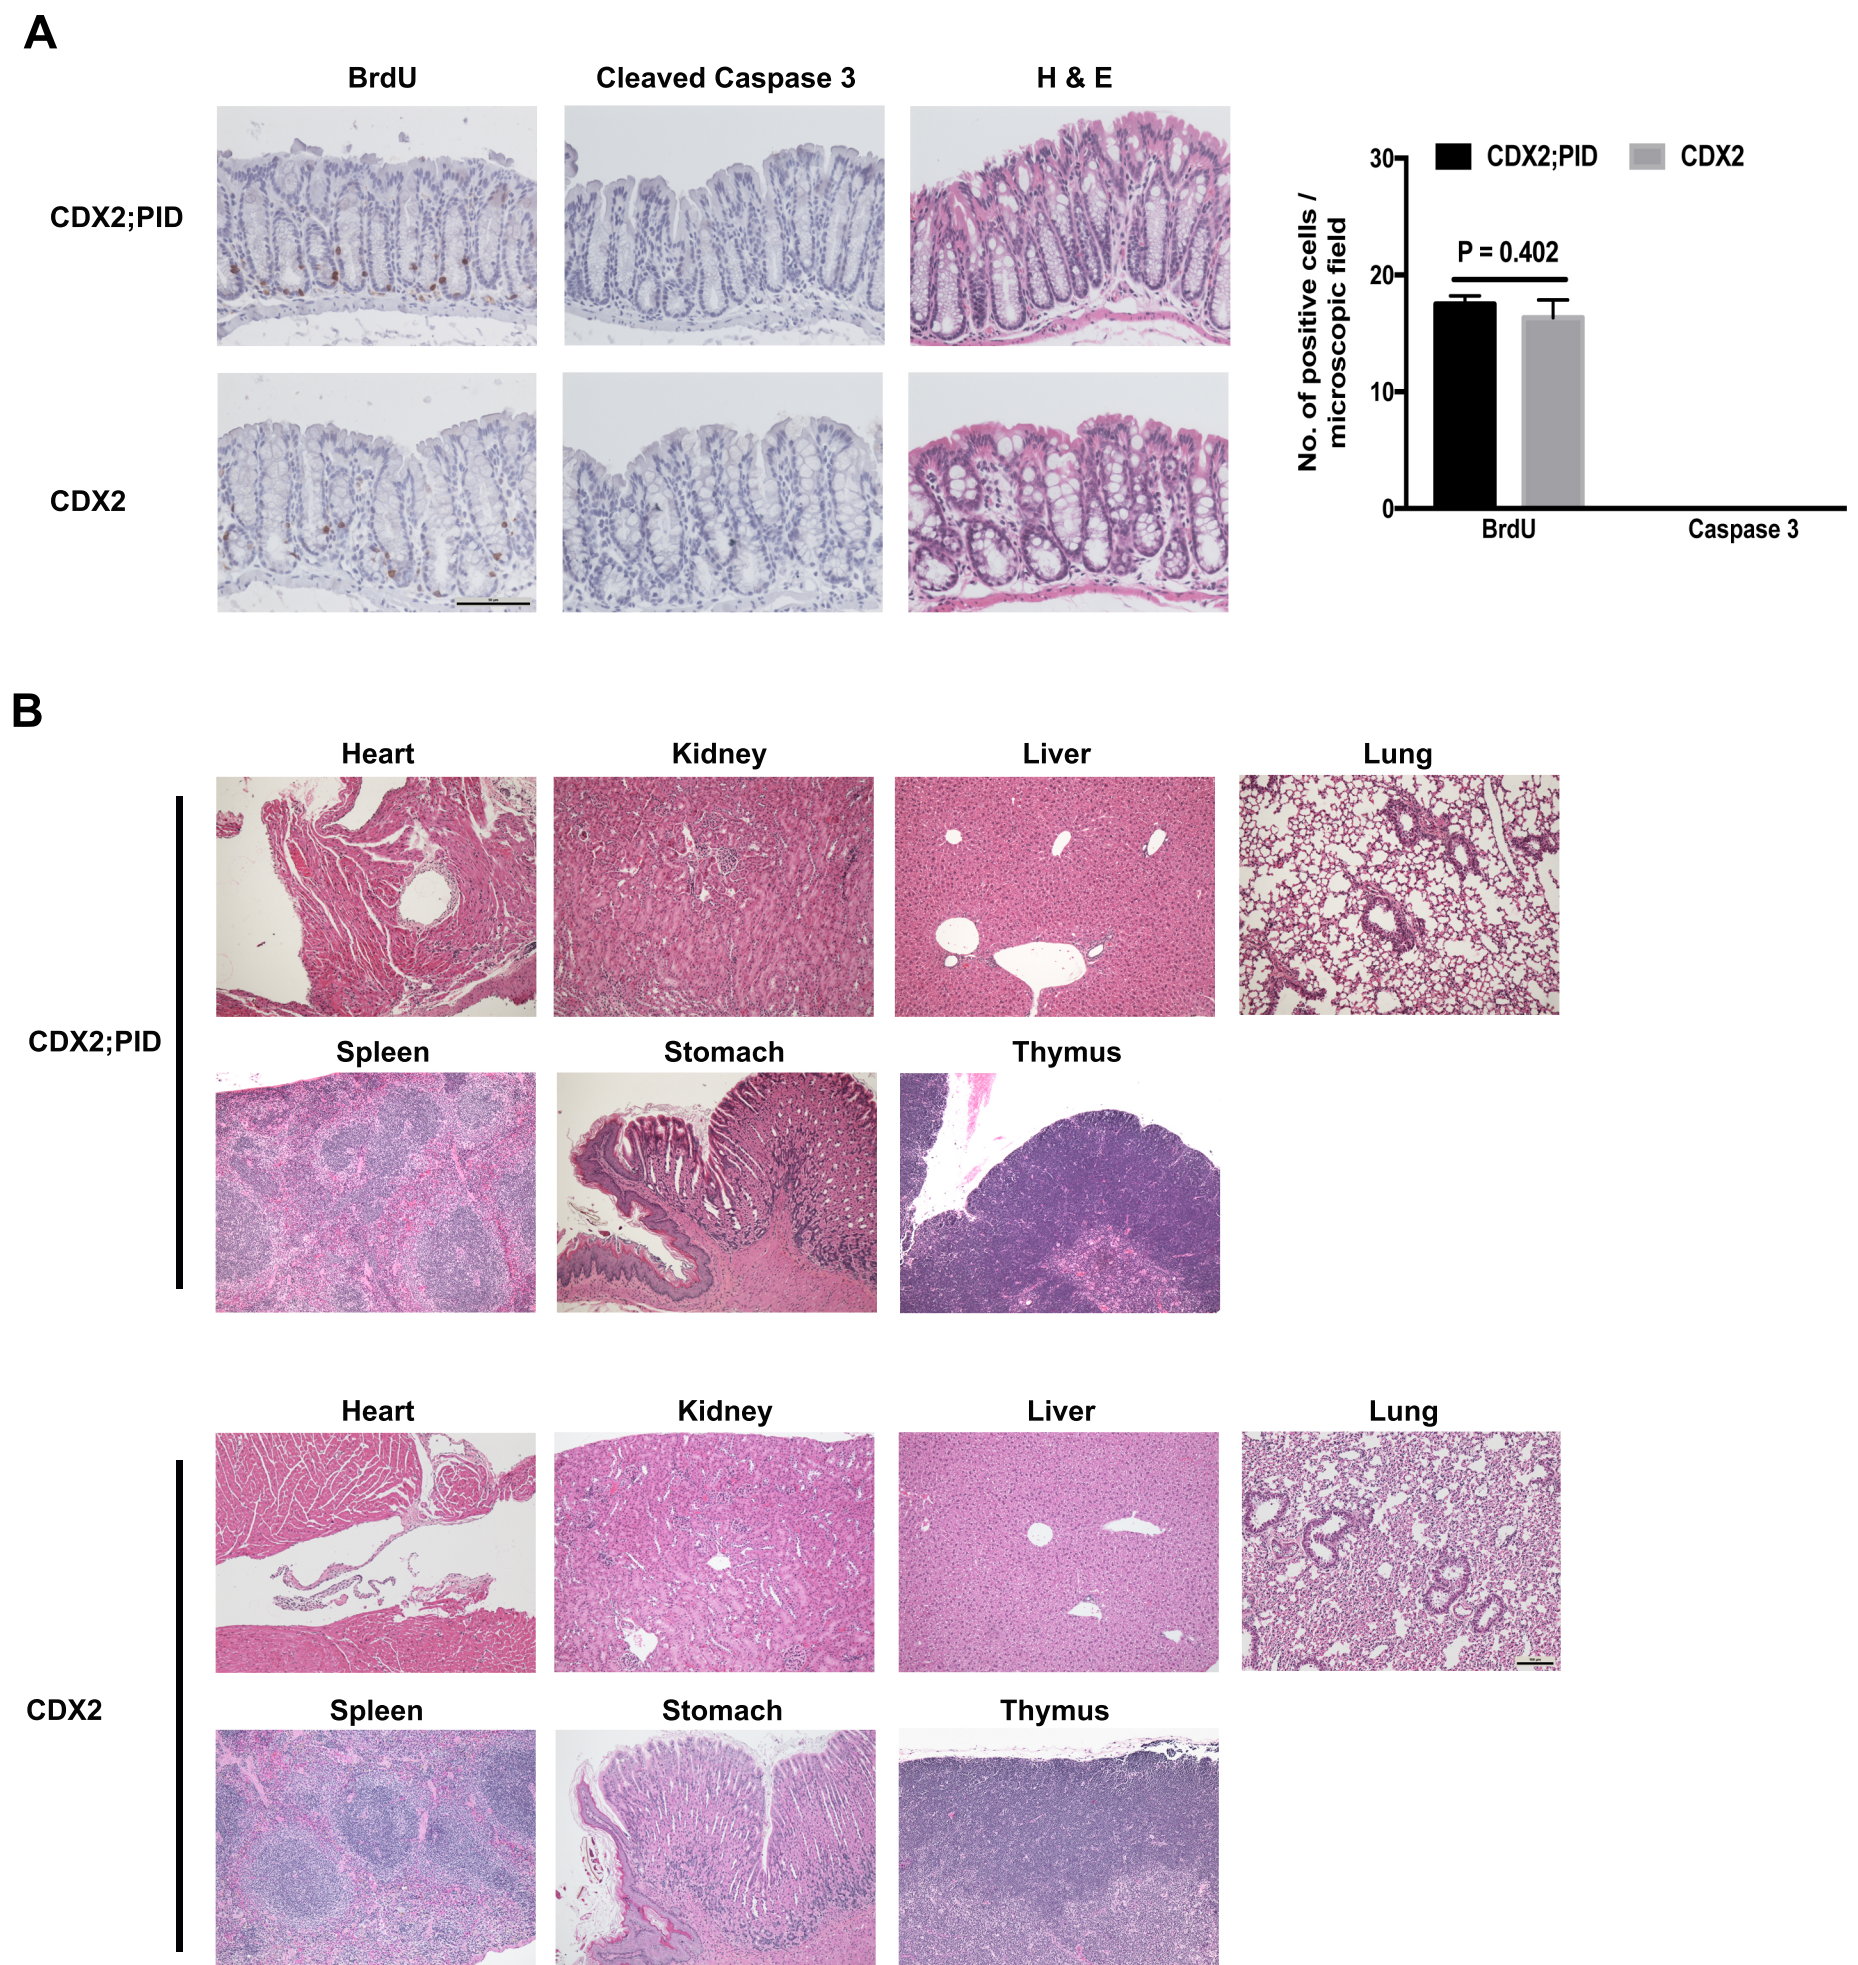

**Fig. 1. Effect of PID peptide on intestinal structure of mice colon**

A. Immunohistochemical staining and quantification of BrdU and Cleaved Caspase 3 in CDX2;PID and CDX2 mice colon samples, illustrating the normal cell architecture (x40 magnification). Bar, 50  $\mu$ m

B. HE staining for internal organs (heart, kidney, liver, lung, spleen, stomach and thymus) in CDX2;PID and CDX2 mice (x10 magnification). Bar, 100  $\mu$ m

**A**

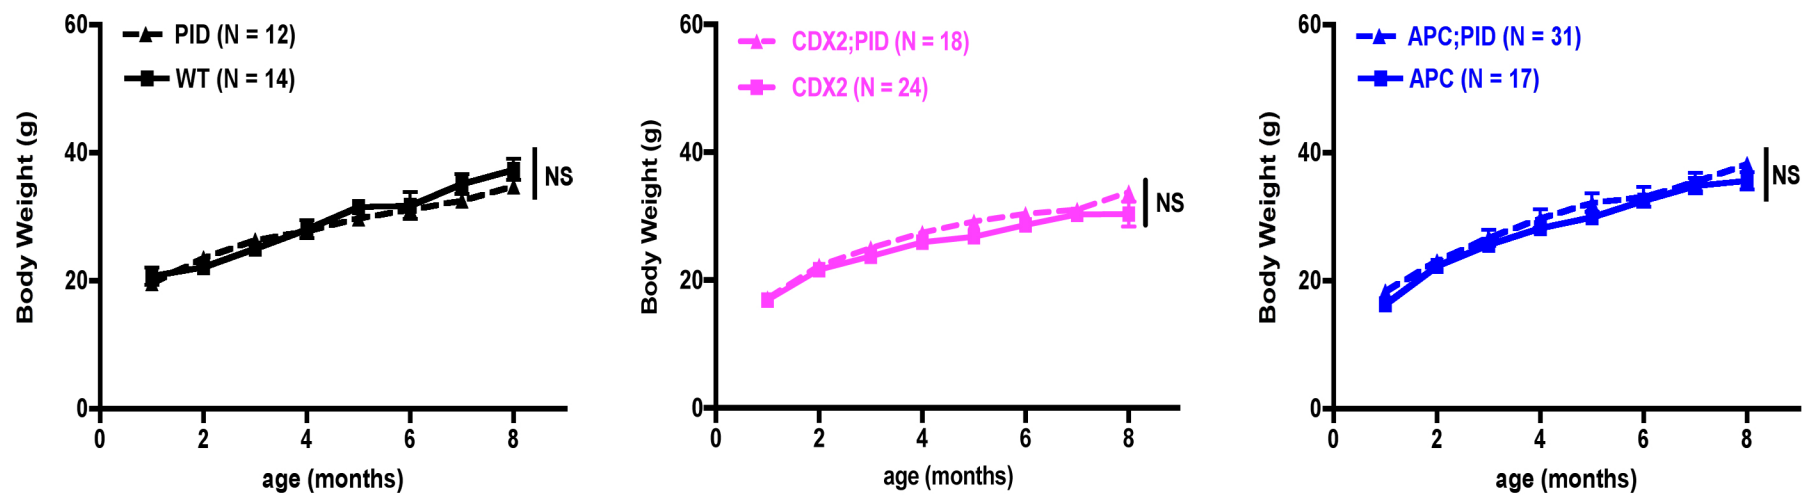

**B**

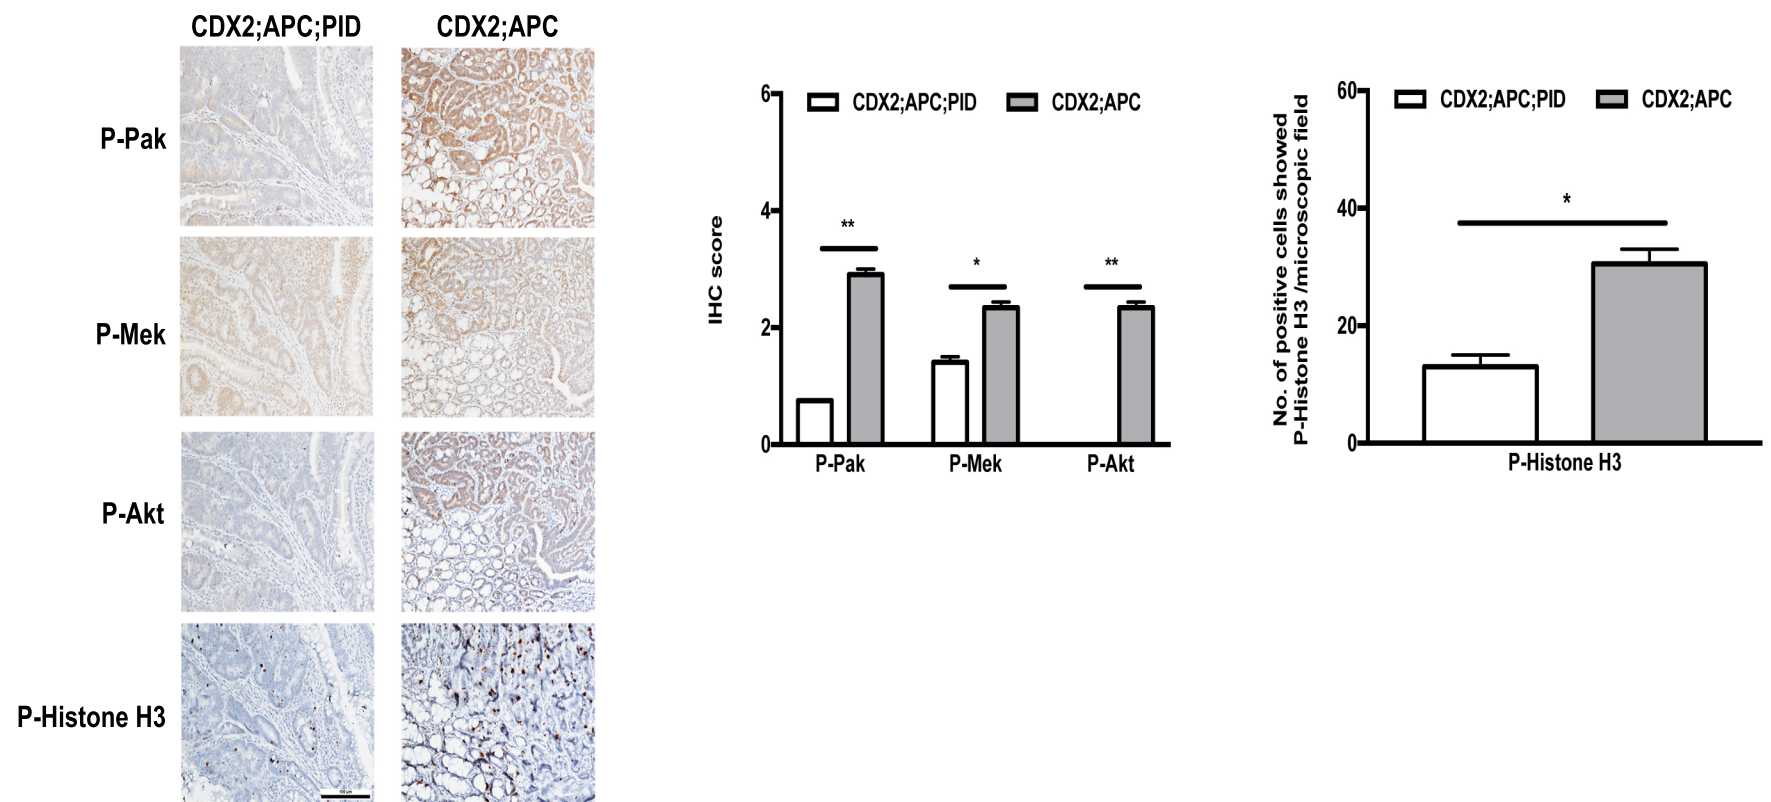

**Fig. 2. Characteristics of PID expressing mice**

A. Body weights of 6 groups of control mice including WT vs. PID, CDX2;PID vs. CDX2, APC;PID vs. APC. Weights were measured once every two weeks for 8 months.

B. Paraffin sections of colon tumor obtained from CDX2;APC;PID and CDX2;APC mice were subjected to immunohistological staining using antibodies against Phospho-Pak, Phospho-Mek, Phospho-Akt and Phospho-Histone H3, thus were evaluated immunoreactivity using a score from 0 to 3+ according to the intensity of stain (for p-Pak, P-Mek, and P-Akt) and number of positive cells under high-power microscopic fields (for cleaved caspase-3) (x20 magnification). Bar, 100  $\mu$ m.

**A**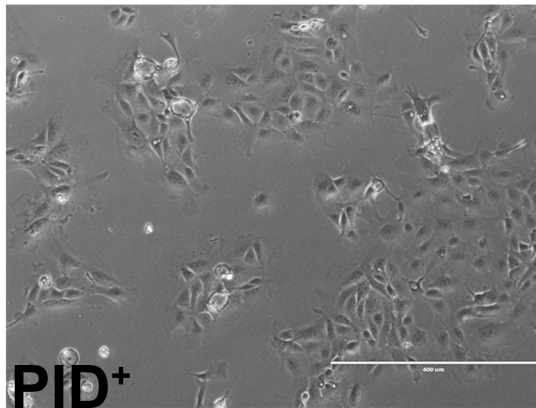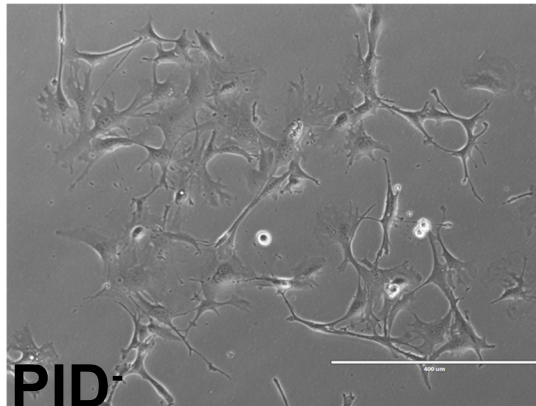**B**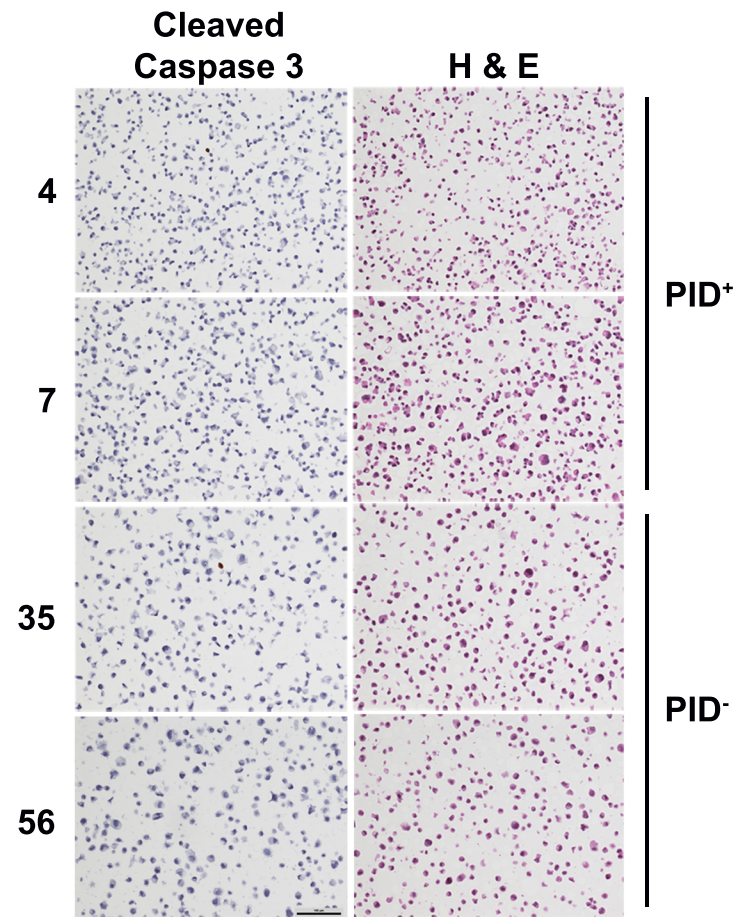

**Fig. 3. Morphological change in PID- primary cells**

A. The cellular morphologies of PID<sup>+</sup> and PID<sup>-</sup> primary cells were observed under a phase-contrast microscope. Bar, 400  $\mu$ m.

B. PID<sup>+</sup> (4 and 7) and PID<sup>-</sup> (35 and 56) primary cells were fixed and embedded with HistoGel. Apoptosis was analyzed by immunohistochemistry with cleaved caspase-3. Of noted, no cells were considered positive for cleaved caspase-3 regardless of the expression of PID (x20 magnification). Bar, 100  $\mu$ m.

A

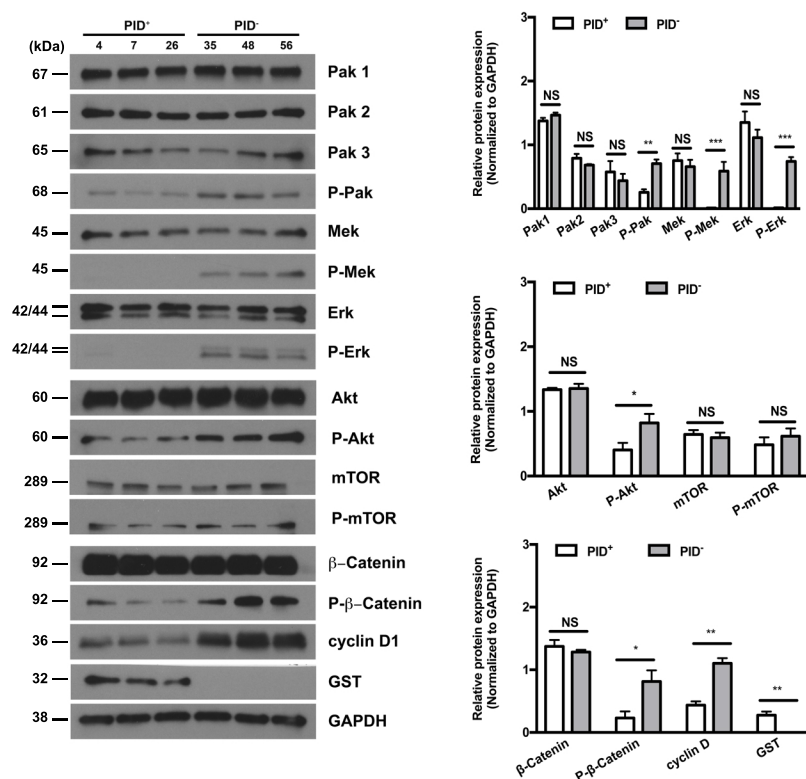

B

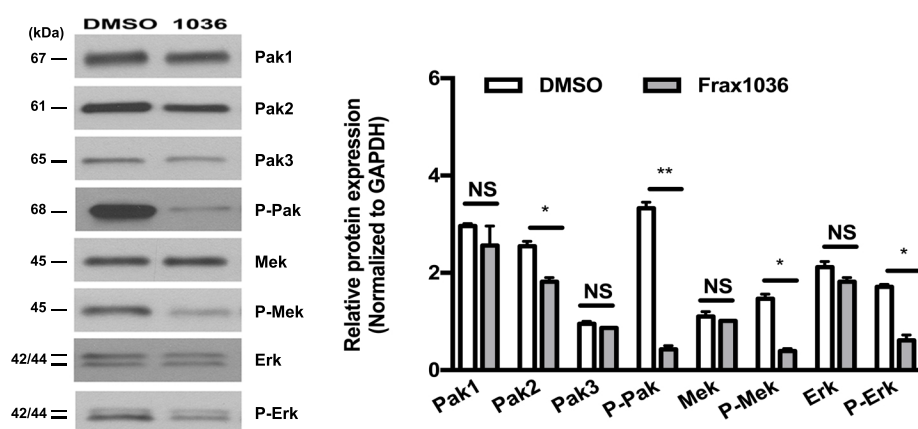

C

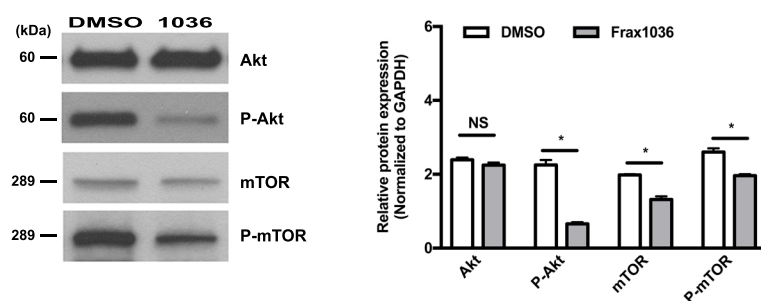

D

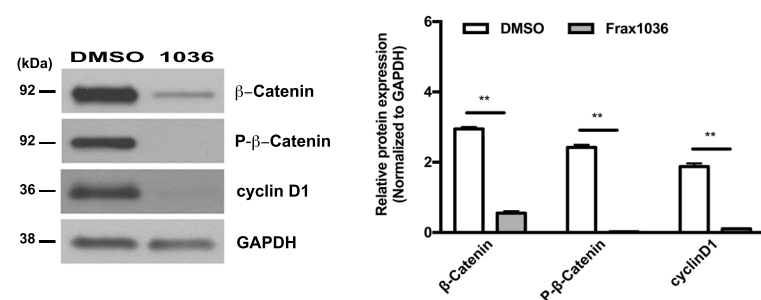

E

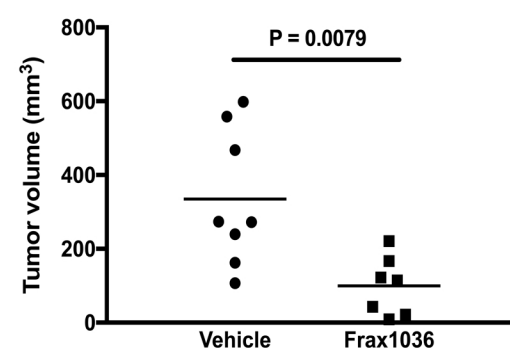

F

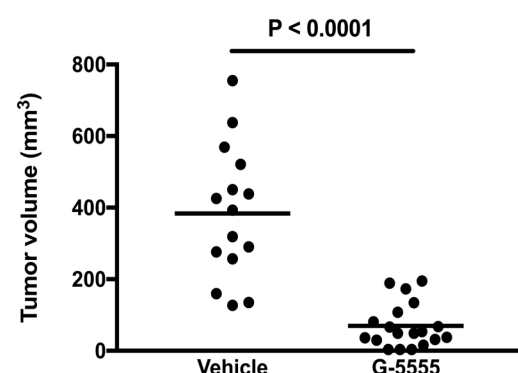

**Fig. 4. Down-regulation of multiple signaling pathways in PID<sup>+</sup> cells and the effect of Pak inhibitor on signaling pathways**

A. Immunoblot analysis and quantification of MAPK and Akt-mTOR signaling pathways on cell lysates isolated from PID<sup>+</sup> (4, 7 and 26) and PID<sup>-</sup> (35, 48 and 56) primary cells.

B. The expression levels and quantification of MAPK, Akt-mTOR (C) signaling cascade and and  $\beta$ -catenin (D) was assessed by immunoblot in PID<sup>-</sup> primary cells treated with Pak inhibitor, Frax-1036. GAPDH was used as a loading control.

E. Scatter plot for tumor volume in mice bearing subcutaneous SW48 tumors treated with either vehicle or FRAX-1036, once a day dose of 30 mg/kg for 2 weeks via oral gavage. Final tumor volume was determined at the end of treatment course.

F. Volumetric changes in tumor size was measured at the end of treatment course between vehicle-treated control mice and G-5555 treated littermate at dose twice of 25 mg/kg.

**A**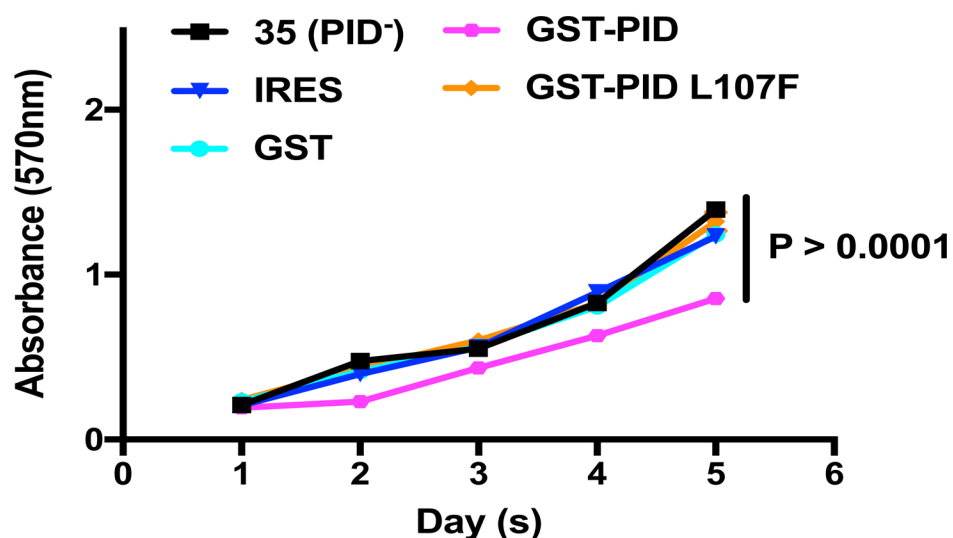**B**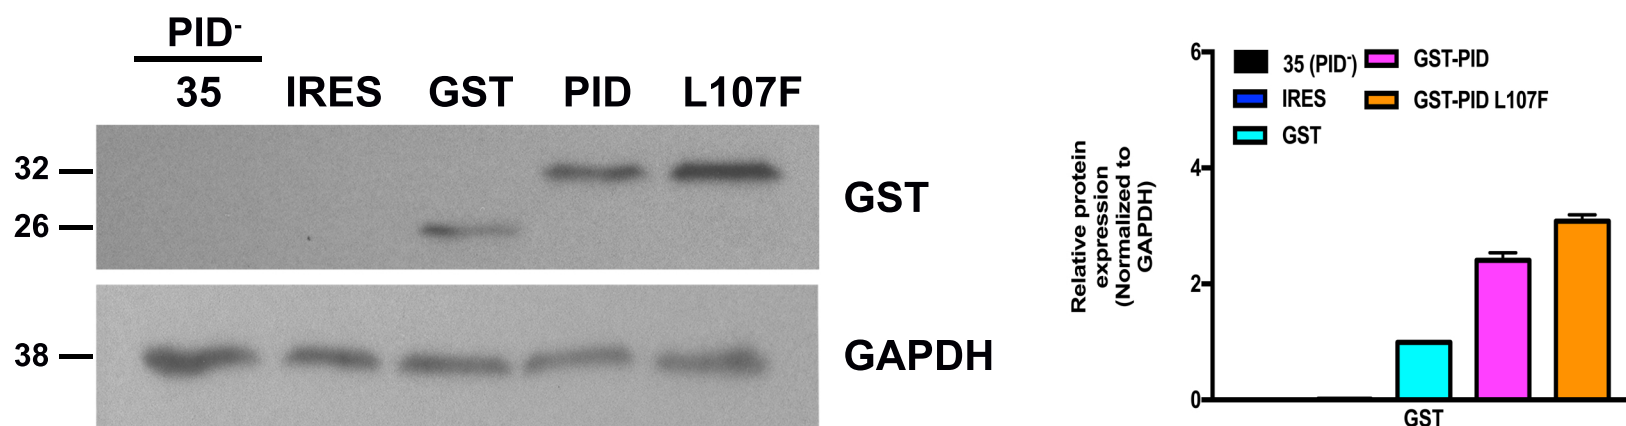

**Fig. 5. Cell viability of PID- primary cells with GST constructs**

A. Cell viability of PID- primary cells was performed by MTT assay, cells was transduced with retrovirus carrying empty vector (IRES), GST alone (GST), GST PID-E129K (GST-PID\*), and GST-PID-E129K/L107F (GST PID\* L107F), respectively.

B. Immunoblot analysis and quantification of GST on these cells described in Fig S5A.

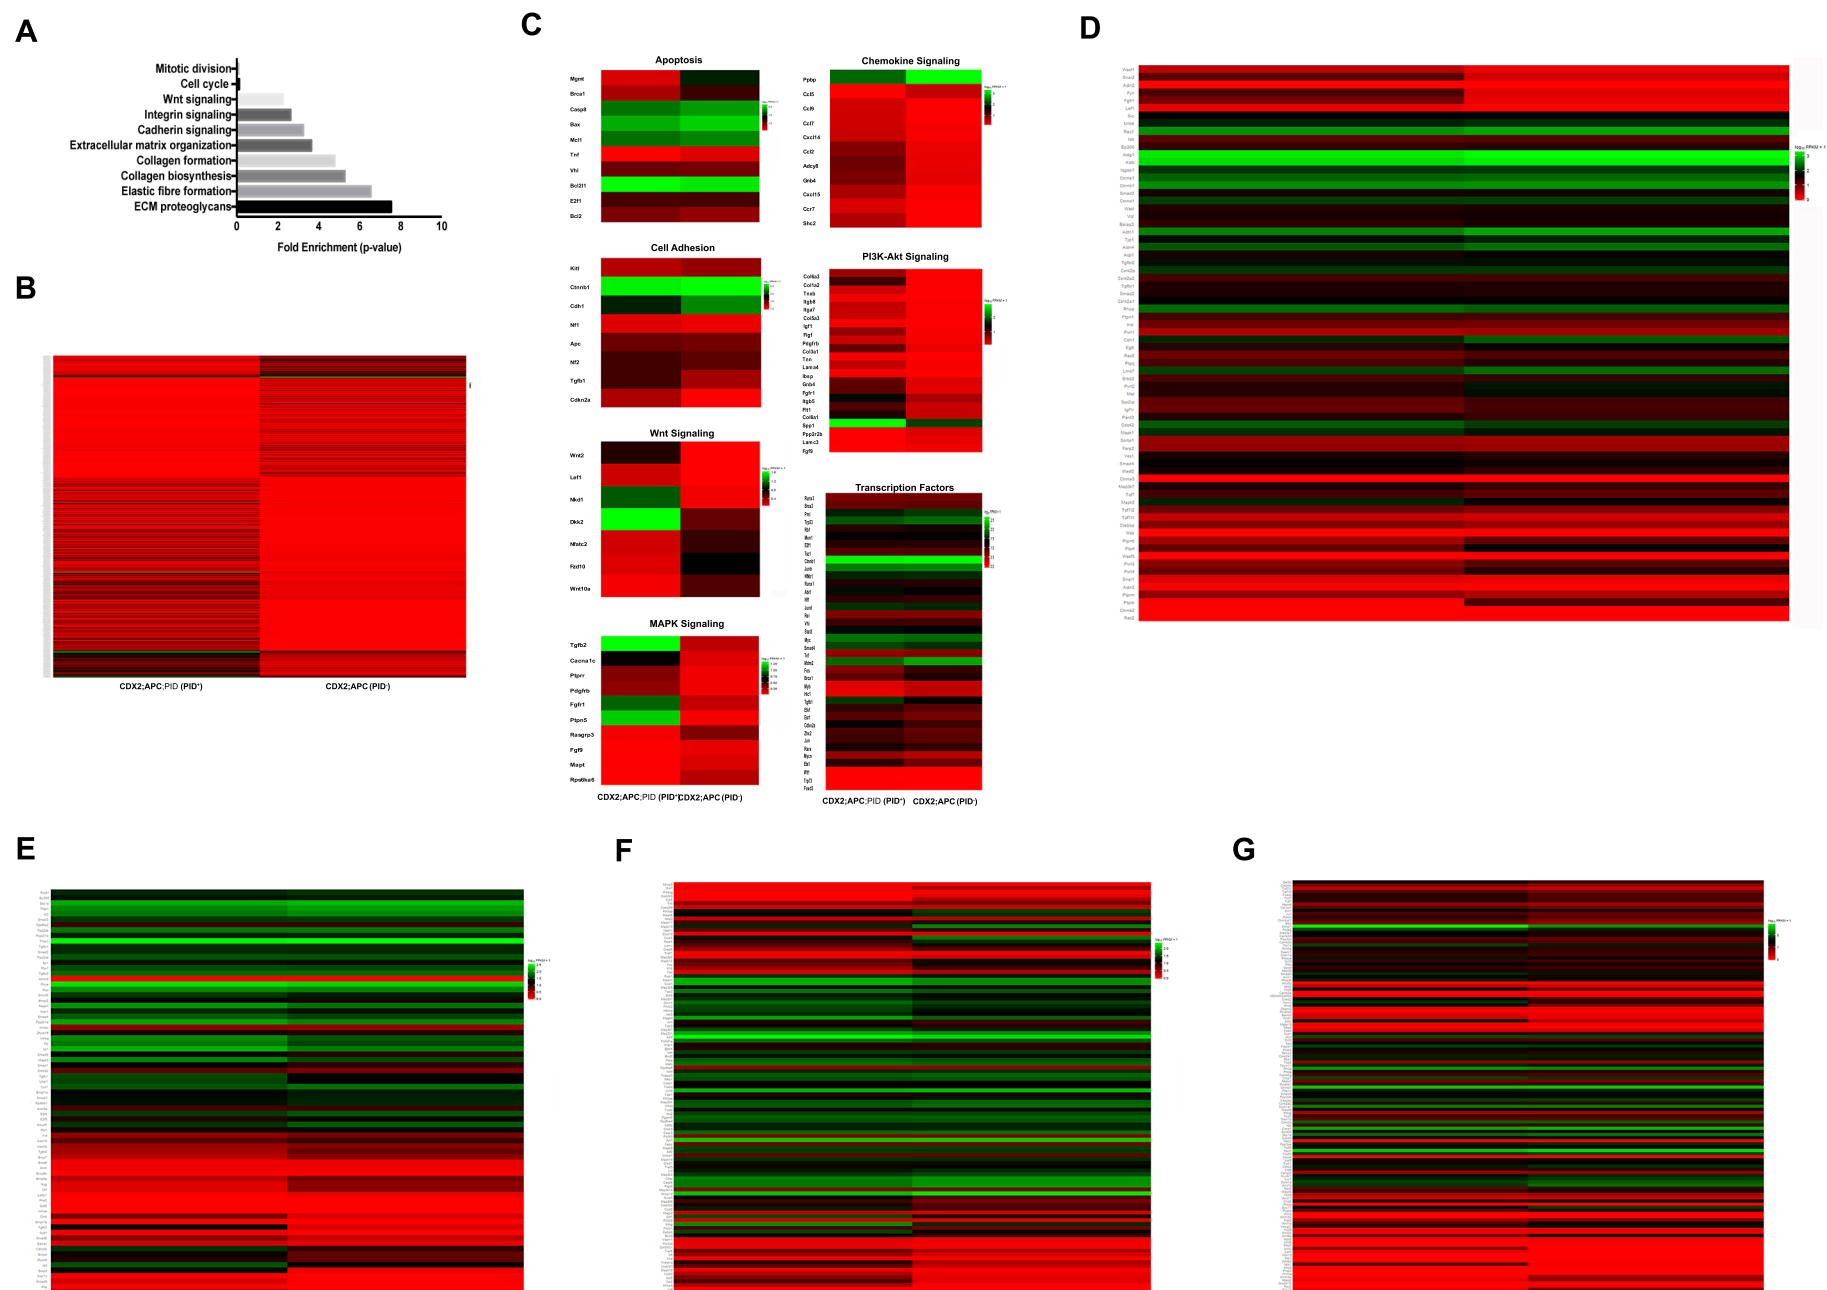

**Fig. 6. Changes on transcriptome upon blocking Paks activity**

A. RNA-Seq gene enrichment analysis of differentially expressed genes was performed and enriched GO biological processes categories are shown.

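Gene lists for the named categories were written from gene symbols before the data were examined, since the terms behind Supplementary Fig. 6A were not used here. A log2 change of at least 3-fold can be reached by the 11035 genes with an FPKM of at least 2 in either condition, which served as the background. In the list called proteoglycans, 5 of 8 genes were at least 3-fold lower in PID+ cells, 18.3 times the share in the background. They were Bgn, Dcn, Omd, Sparc and Tnc, of which Sparc and Tnc are glycoproteins rather than proteoglycans. Among collagens 5 of 16 were, 9.15 times the share in the background. The corresponding numbers were 3 of 11 cadherins, 6 of 23 Wnt ligands, receptors and regulators, 2 of 16 genes of collagen biosynthesis, 1 of 15 elastic fibre genes and 1 of 13 integrins. The list of integrins also holds Itgb1bp1 and Itgb3bp, which encode proteins that bind integrins. At least 3-fold higher were 3 of the Wnt genes, 1 cadherin, 1 collagen, 1 elastic fibre gene, and no proteoglycan, integrin or gene of collagen biosynthesis. The genes with the largest falls in these lists, chosen after their values were seen, included Bgn, with an FPKM of 0.57 in PID+ and 28.3 in PID- cells, Lox, with 0.22 and 10.4, Itgb5, with 2.23 and 30.6, and Cdh17, with 1.67 and 25.9. Over all listed genes, collagens had a median log2 change of -0.0037 (percentile 23.6 of 10000 random lists matched on mean FPKM), collagen biosynthesis -0.39 (percentile 0.04), elastic fibres -0.09 (percentile 4.81), proteoglycans 0 (percentile 48.9), integrins 0.0050 (percentile 54.8), cadherins -0.0052 (percentile 1.09, and 63.05 with the median of each chromosome subtracted) and Wnt genes -0.0019 (percentile 25.7). Many listed genes had an FPKM near 0. With only genes of a mean FPKM of at least 5, the median of the collagens was -1.31 and that of the proteoglycan list -1.74, the value of Sparc. Both lay at percentile 0. The Wnt genes were then at -0.40 (percentile 0.53) and collagen biosynthesis at -0.39 (percentile 0.99). Elastic fibres and cadherins were at -0.27 (percentiles 7.55 and 8.28), and integrins at 0.22 (percentile 87.3). Over all listed genes with the median of each chromosome subtracted, the percentile was 3.255 for Wnt genes, 4.64 for collagens and 9.15 for integrins. It was 0 for collagen biosynthesis, 6.065 for elastic fibres and 77.7 for proteoglycans. This subtraction also moves genes at or near an FPKM of 0. Only 8 of 25 genes listed as proteoglycans and 11 of 92 cadherins had an FPKM of at least 2 in either condition. For such lists the percentile cannot show whether a fall was shared by the chromosomes.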

B. Heatmap of up- and down-regulated genes (at least 3-fold changes) in PID<sup>+</sup> and PID<sup>-</sup> primary cells, as assessed by RNA-Seq.

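In the RNA-seq table, 229 genes had an FPKM + 1 at least 3-fold higher in PID+ cells and 377 at least 3-fold lower, so that 37.8% of the 606 changed genes were higher. In Supplementary Fig. 6B, the share higher in the column labelled PID+ is about 0.61, read by eye after these numbers were known. With a pseudocount of 0.1 in place of 1, 621 genes were higher and 795 lower. When Gapdh was set equal, which lowers all genes in PID+ cells, 76 were higher and 662 lower, so that 10.3% were higher. The deposited intervals did not overlap for 41 genes higher and 119 lower in PID+ cells, and 158 of these 160 genes were among the 606. Among genes with intervals apart and an FPKM of at least 1 in the higher condition, the 10 largest rises were Hcn4, Ptprb, Efemp1, Klra8, Klra1, Ramp3, Ppbp, Ifitm3, Grb14 and Mcpt8. With a pseudocount of 1, Hcn4 had the largest, from an FPKM of 0.173 in PID- to 19.7 in PID+ cells, a log2 change of 4.14. With a pseudocount of 0.1 its log2 change was 6.18, below those of Ptprb (6.90), Klra1 (6.77) and Klra8 (6.29). Ppbp was the most abundant, with 231 in PID- and 2321 in PID+ cells. The 10 largest falls were Krt23, Nrn1, Vim, Ugt2b34, Hpgd, Krt83, Cep85, Prl2c3, Prl2c2 and Emb. Krt23 had an FPKM of 1.55 in PID+ and 483 in PID- cells, a log2 change of -7.57. Klra8 and Klra1, Prl2c2 and Prl2c3, Ugt2b34, Ifitm3 and Mcpt8 belong to gene families whose members can share reads, and Nrn1 and Emb overlap other genes in the annotation, so their values are less certain.

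**Figure D2:**
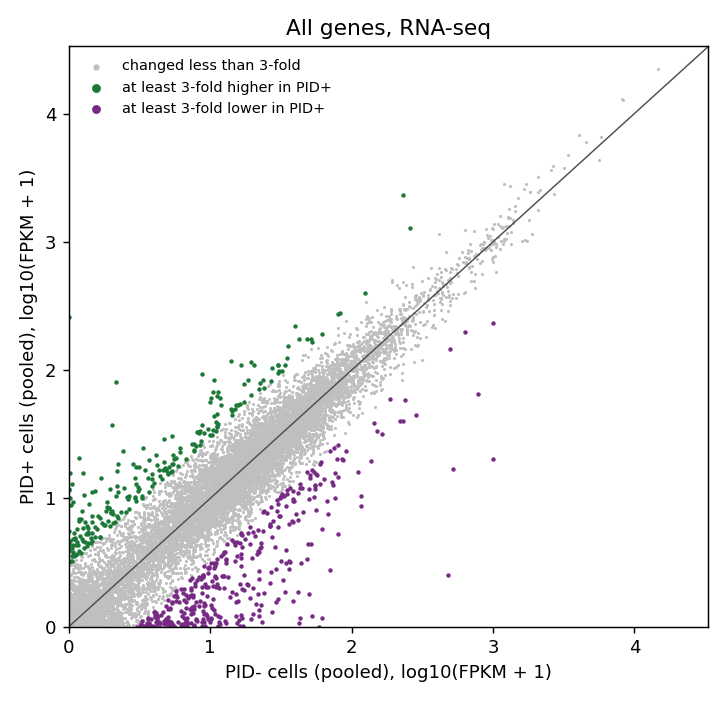
FPKM of each gene in PID- cells (x axis) and PID+ cells (y axis), both as log10(FPKM + 1). Colored points are the 229 genes at least 3-fold higher and the 377 at least 3-fold lower in PID+ cells, and the line marks equal values.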

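The genes that could be read in the pathway panels were looked up in the RNA-seq table. They were chosen by the study on these samples, so their percentiles describe that choice. In the panels, each of the 50 genes with readable colors is higher in the column labelled with the other condition. The directions below are those of the RNA-seq values. Of 22 genes in the PI3K-Akt panel, 19 had lower FPKM in PID+ cells, with a median log2 change of -1.05 below all 10000 random lists matched on mean FPKM. Spp1 was the most abundant of the genes that fell, with an FPKM of 63.8 in PID+ and 782 in PID- cells, and Col1a2 had 0.0654 and 11.9. In the chemokine panel 9 of 11 genes were lower, with a median of -1.004 (percentile 0), and Ppbp was higher. In the MAPK panel 6 of 10 genes were lower, with a median of -0.90 (percentile 0). In the Wnt panel 4 of 7 genes were lower (median -0.54, percentile 5.83, which became 41.4 when Gapdh was set equal, 1.49 with the median of each chromosome subtracted and 0.055 with a pseudocount of 0.1) and in the cell adhesion panel 5 of 8 (median -0.11, percentile 26.6). In the apoptosis panel 7 of 10 genes were higher in PID+ cells, with a median of 0.29 (percentile 94.03). It became 0.0632 (percentile 60.4) with the median of each chromosome subtracted, and -0.30 (percentile 93.05) when Gapdh was set equal, which lowers all genes. Mgmt had the largest rise there, from an FPKM of 3.71 in PID- to 28.1 in PID+ cells.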

C. Zoom-in images of heatmaps for some biological pathways: Apoptosis, cell adhesion, Wnt signaling, MAPK signaling, chemokine signaling, PI3K-Akt signaling, transcription factors, EMT pathway (D), TGF $\beta$  pathway (E), TNF $\alpha$  pathway (F), and TCF pathway (G).

**A**

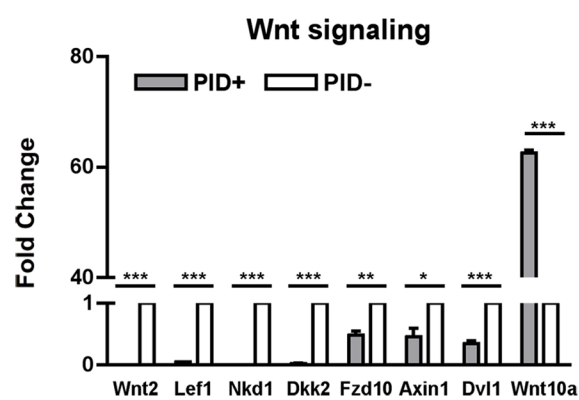

# B

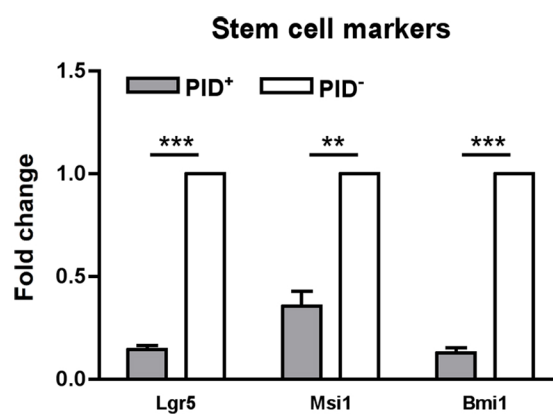

**C**

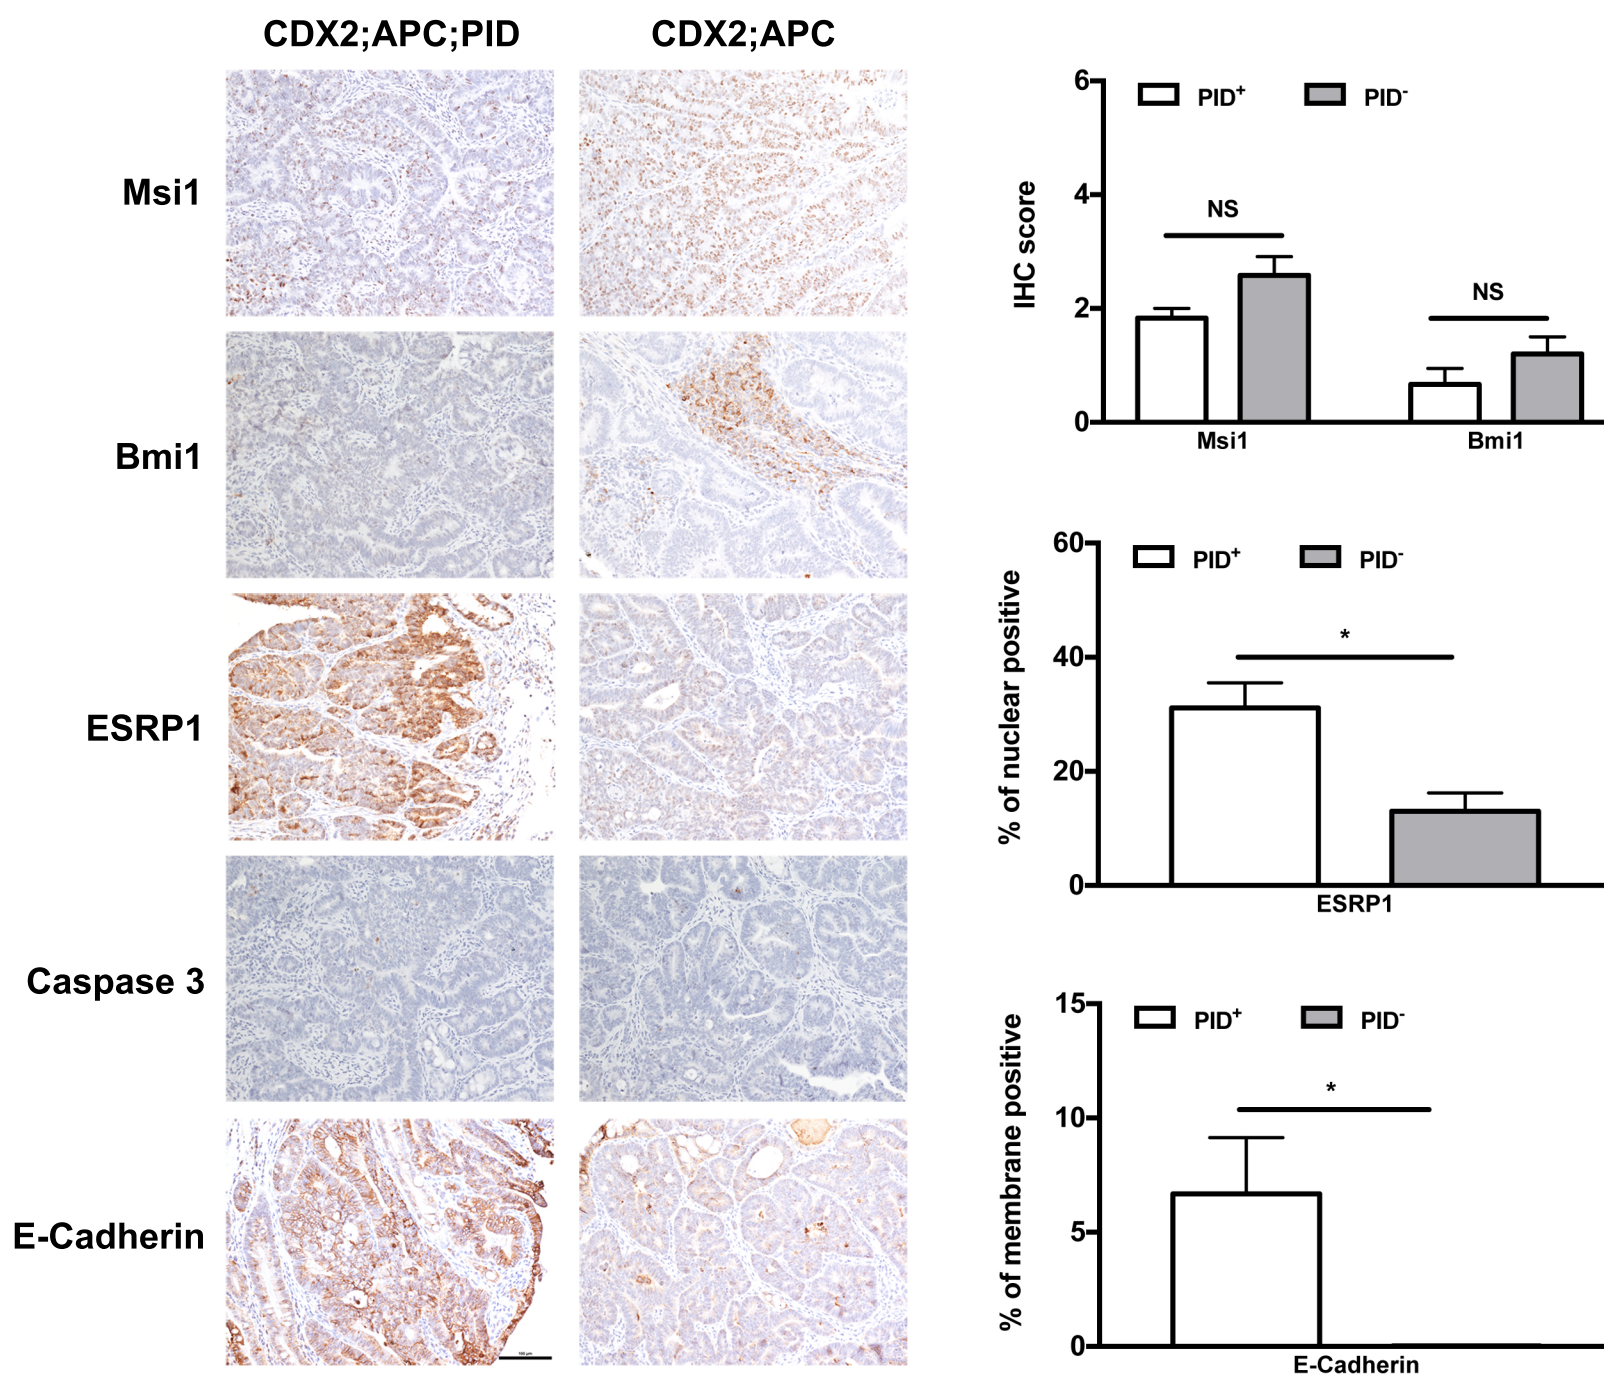

D

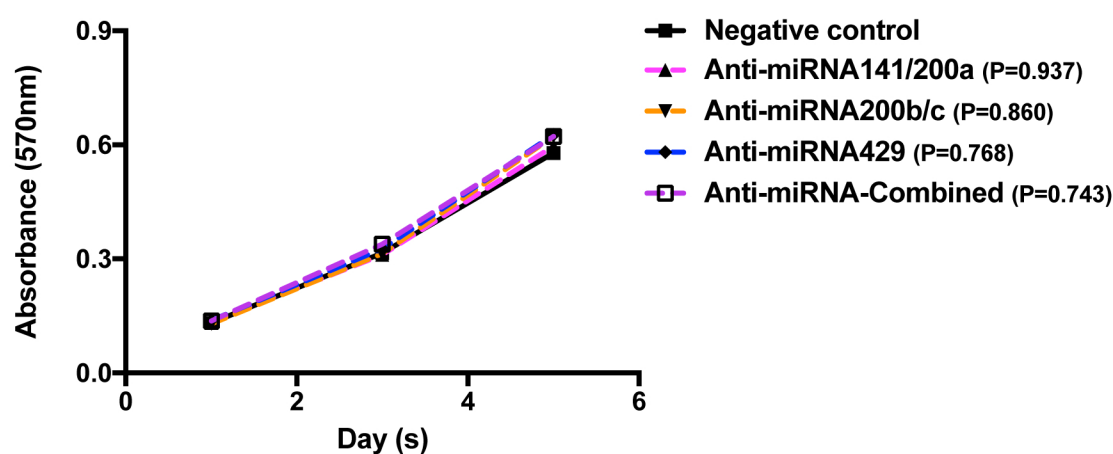

**Fig. 7. Expression of stem cell and epithelial cell markers in tumor tissues**

A. Relative expression level of other genes related to Wnt signaling was evaluated by real-time PCR.

B. Relative expression level of stem cell markers was evaluated by real-time PCR.

C. Paraffin sections of colon tumor obtained from CDX2;APC;PID and CDX2;APC mice were subjected to immunohistological staining using antibodies against Msi1, Bmi1, ESRP1, E-Cadherin and cleaved caspase-3, thus were evaluated immunoreactivity using a score from 0 to 3+ according to the intensity of stain (Msi1, Bmi1, ESRP1, and E-Cadherin) or , number of positive cells under high-power microscopic fields (for cleaved caspase-3) (x20 magnification). Bar, 100  $\mu$ m.

D. Proliferation of PID+ primary cells transfected with either LNA-Scrambled control (Neg) or LNA-200 oligonucleotide was examined by MTT assay.

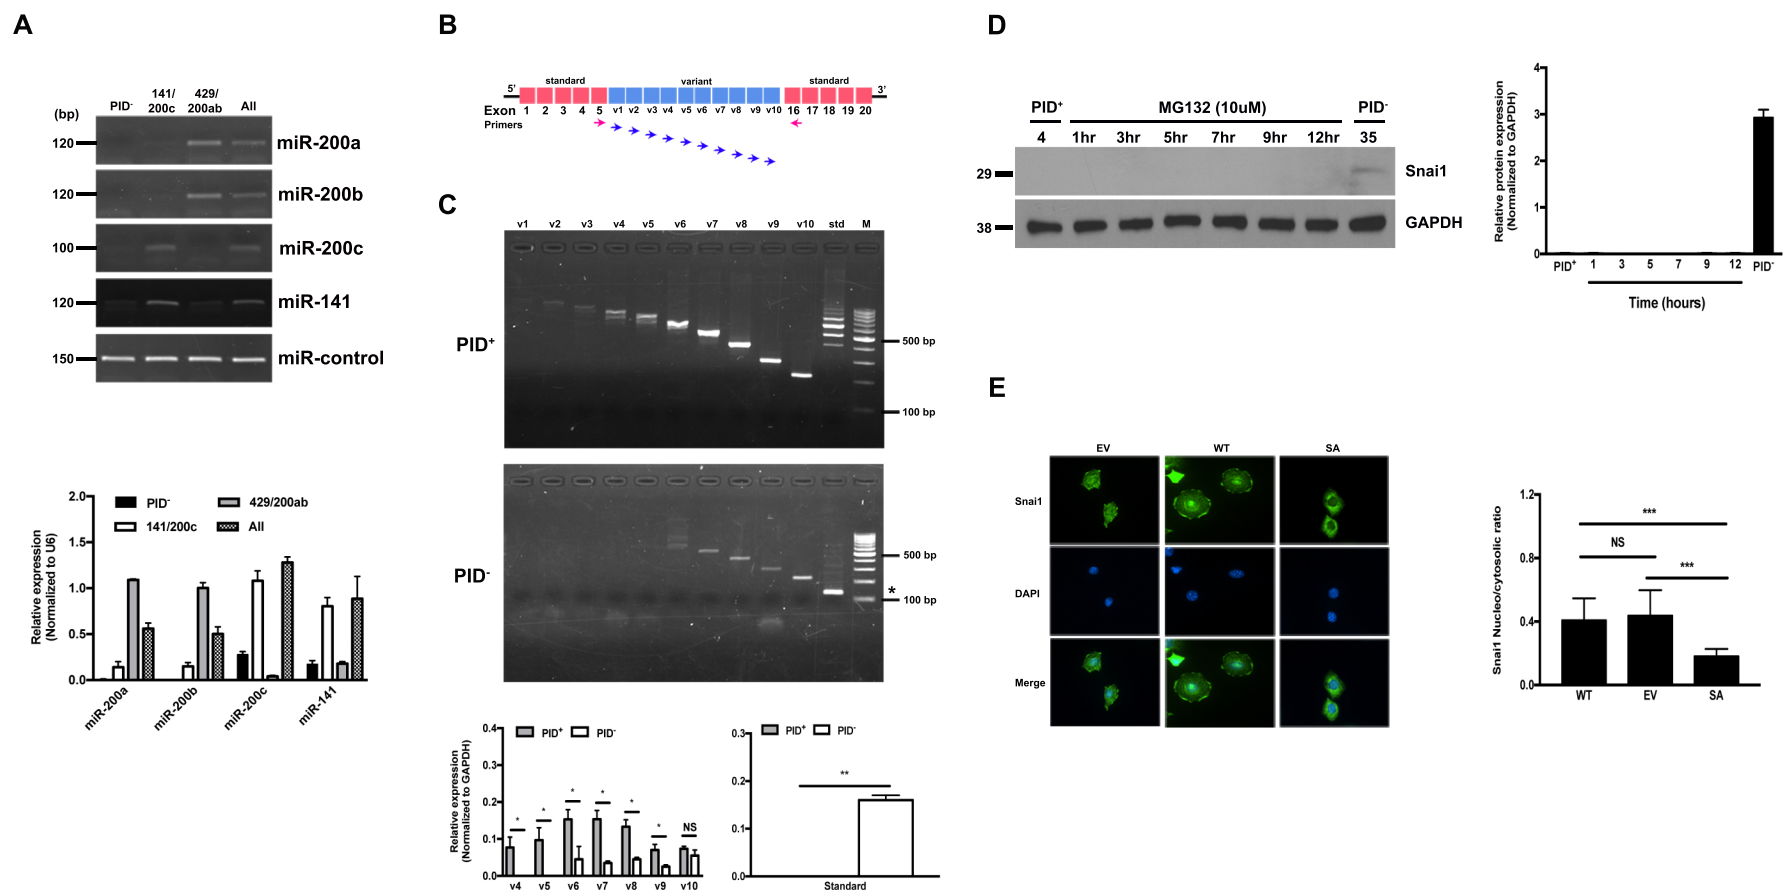

**Fig. 8. Attenuated EMT by alternative splicing of CD44 and dephosphorylation and re-localization of Snai1**

A. RT-PCR analysis and quantification for pre-miRNA-200 in PID- primary cells transduced with either miR-200b-200a-429 cluster or miR-200c-141 cluster. U6 served as a loading control.

B. Schematic of CD44 gene exons structure. Red boxes represent constitutive exons and blue boxes are variable exons (v1-v10) that can be alternately or entirely spliced out. Blue arrows show forward primers position for CD44 variants, red arrow located at 5' end is forward primer for standard form of CD44 whereas red arrow at 3' region is the common reverse primer for RT-PCR.

C. Exon-specific RT-PCR analysis and quantification for the expression of CD44 variants in PID+ and PID- primary cells. The lane indicated by 'std' showed PCR products obtained by using primers spanning all variant. CD44s only shown in PID- cells indicated by an asterisk. Lane 'M' showed a 100bp DNA ladder.

D. The expression level and quantification of Snai1 was assessed by immunoblot in PID+ primary cells (#4) after treatment with MG132 (10 $\mu$ M) for up to 12 hours. Snai1 expression in PID- cells (#35) was used as a positive control.

E. Microscopic analysis of localization of Snai1-S246A in PID- cells with anti-Snai1 antibody (Alexa-488 green) and counterstained for nuclear DNA with DAPI (blue) (x40 magnification).

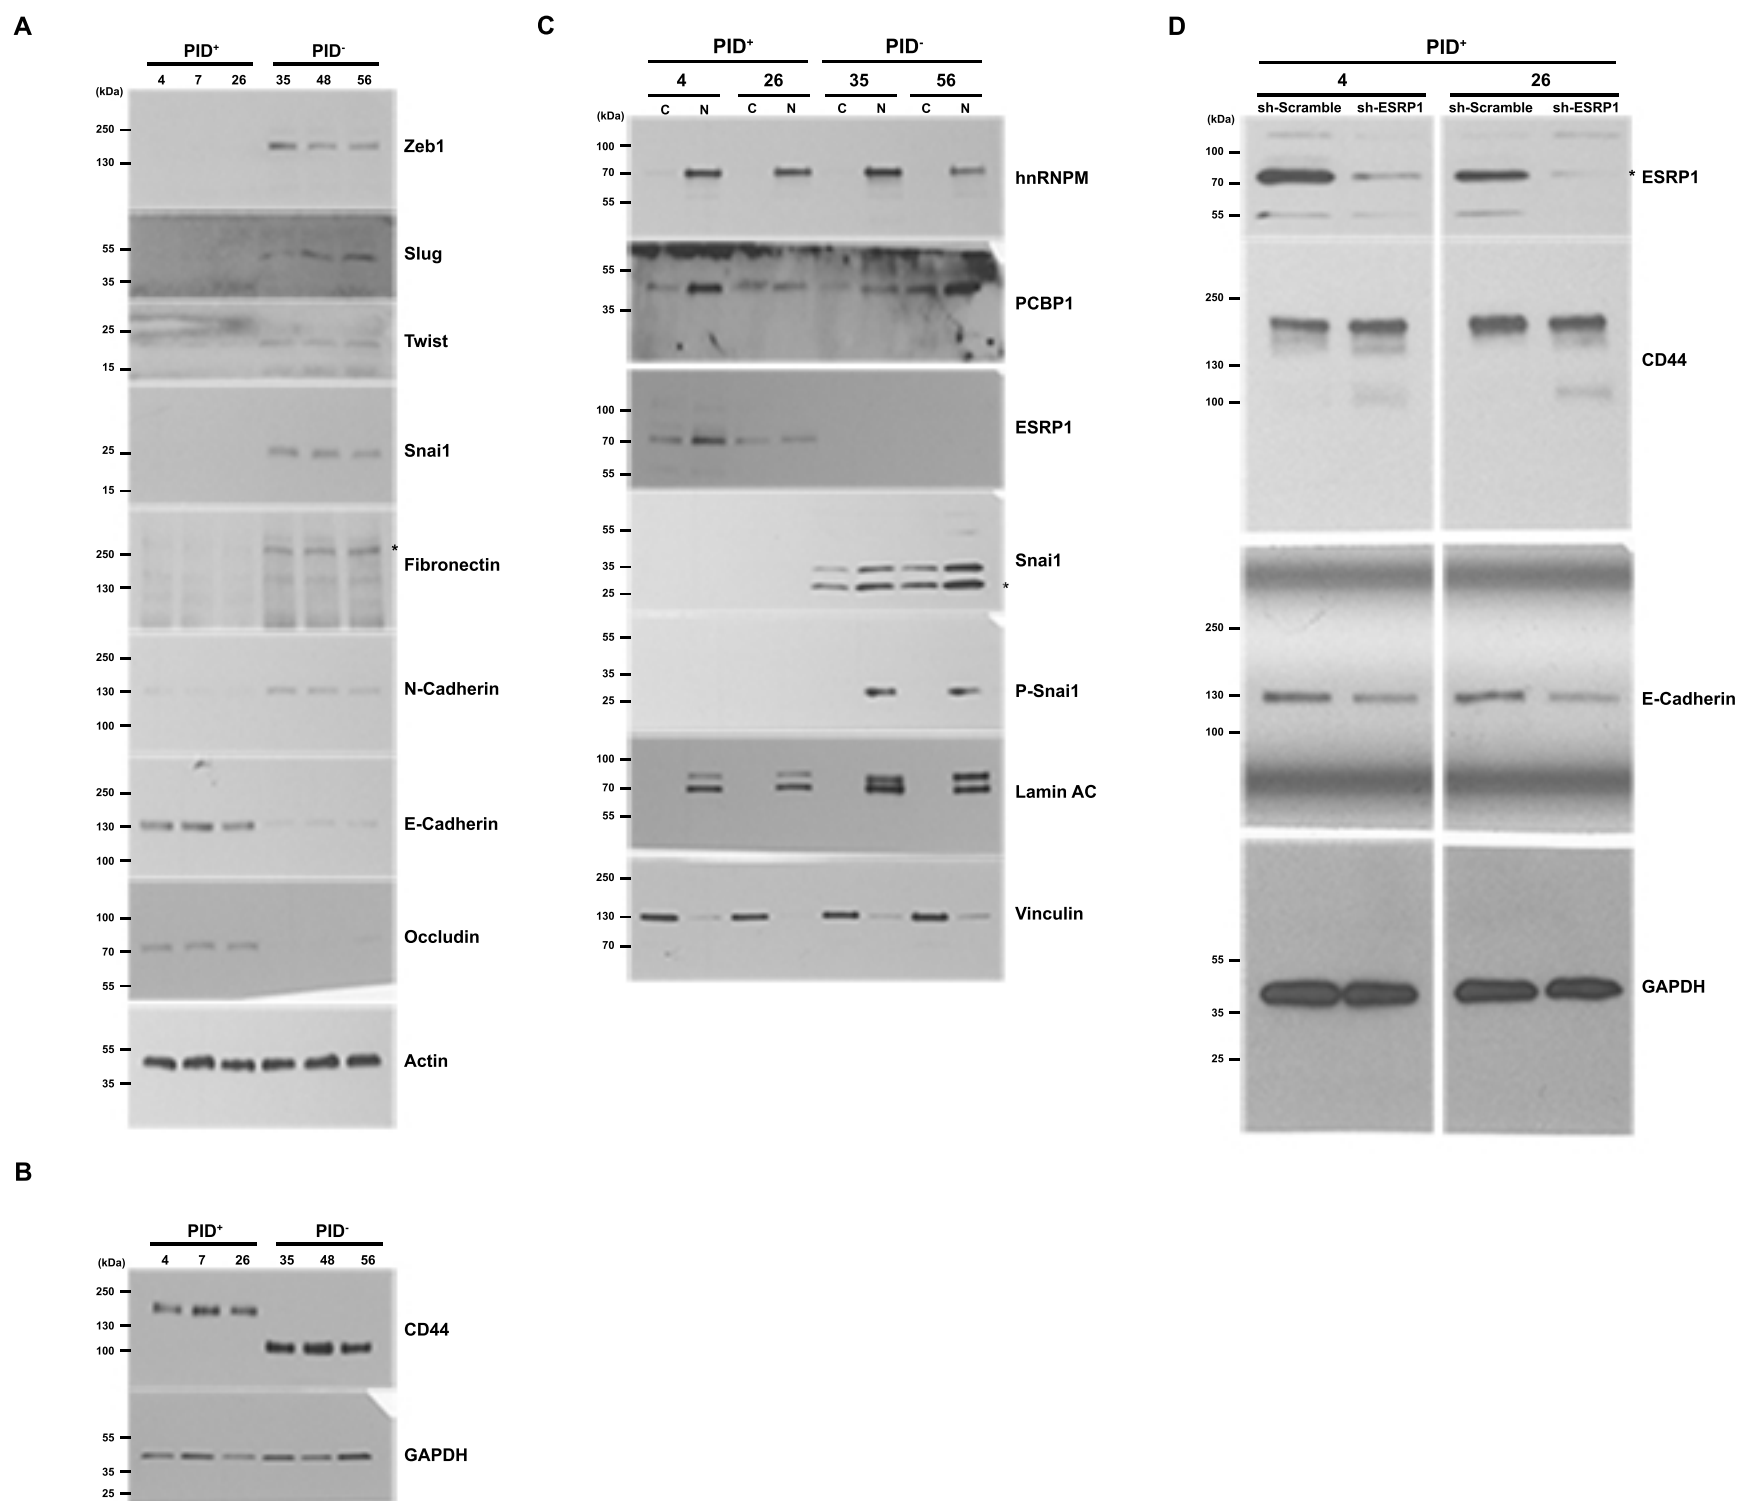

**Fig. 9. Full images of selected immunoblots**

A. Whole images of western blot showing expression level of EMT markers on PID+ and PID- cells in Figure 3E.

B. Whole images of western blot showing CD44 isoform expression in PID+ and PID- cells in Figure 5B.

C. Whole images of western blot showing expression and localization of hnRNPM, PCBP1, ESRP1, Snai1 and P-Snai1 in PID+ and PID- cells in Figure 5C.

D. Whole images of western blot showing expression of ESRP1, CD44, E-Cadherin and GAPDH in PID+ cells either transduced with sh-Scramble or shRNA against ESRP1 in Figure 5E.

**Table 1** Real time PCR primer sequences

| Gene                        | Forward               | Reverse              |
|-----------------------------|-----------------------|----------------------|
| <b>Transcription factor</b> |                       |                      |
| Snai1                       | TCTCCTGCTCCCACTGCAAC  | AGCAAGGACATGCGGGAGAA |
| Snai2                       | CACATTCGAACCCACACATT  | TATTGCAGTGAGGGCAAGAG |
| Twist                       | CGGACAAGCTGAGCAAGAT   | GGACCTGGTACAGGAAGTCG |
| Zeb1                        | GCTGGCAAGACAACGTGAAAG | GCCTCAGGATAAATGACGGC |
| Zeb2                        | AGATGAGCTTCCTACCGCAT  | TCCCTGAAATCCTTGTTTCC |
| <b>Epithelial marker</b>    |                       |                      |
| CLDN                        | TTCCTGGATTGGTCATCAGA  | AAGATGGCAGGTCCAAACTC |
| CRB3                        | CAGTGGGACTGTTTCTGCTC  | ACCCACCTGCTCCTCACT   |
| E-Caderin                   | GACAACGCTCCTGTCTTCAA  | ACGGTGTACACAGCTTTCCA |
| <b>Mesenchymal marker</b>   |                       |                      |
| FN1                         | GGAAATTCCAATGGTGCTCT  | CATCGTAGTTCTGGGTGGTG |
| N-Caderin                   | ATGCCCAAGACAAAGAAACC  | CTGTGCTTGGCAAGTTGTCT |
| Vimentin                    | ATGTTAAGATGGCCCTGGAC  | GGGTGTCAACCAGAGGAAGT |
| <b>Wnt signaling</b>        |                       |                      |
| Axin1                       | ACCTGCTGGACTTCTGGTTT  | GTTTGTCTGGACACAATGCC |
| CCND1                       | ACCCTGACACCAATCTCCTC  | GGATGGCACAATCTCCTTCT |
| CCND2                       | ATTTCAAGTGCGTGCAGAAG  | AGGTAATTCATGGCCAGAGG |
| c-myc                       | TGAACCAGAGCTTCATCTGC  | CTGAGAAACCGCTCCACATA |
| $\alpha$ -Catenin           | TCCATGCTCTTCTGTGAAGC  | ATGTCAGCCAGAATCAGCAG |
| $\beta$ -Catenin            | GCAGCAGCAGTCTTACTTGG  | AGGACTTGGGAGGTGTCAAC |
| Dkk2                        | CGCTGCAATAATGGAATCTG  | TTCCTAGATTCTGCCATCCC |
| Dvl1                        | GACCTGGGACTACCTCCAGA  | GAAGTAGCCGAGAGGAGGTG |
| Fzd10                       | CGTCTTCTCGGTGCTCTACA  | CTCTTGCAGTGCTGGCTTAC |

|        |                       |                      |
|--------|-----------------------|----------------------|
| Lef1   | ACACCCTGATGAAGGAAAGC  | GACCCATTTGACATGTACGG |
| Nkd1   | TGAAGAGCTGCAGTGTGATG  | GGTATGCAGCAAGCTGGTAA |
| Wnt2   | GTCCCTCCTCCGAAGTAGTCG | TCTTTGGATCACAGGAGCAG |
| Wnt10a | GGAGACTCGGAACAAAGTCC  | GCCTTCAGTTTACCCAGAGC |

#### Stem cell marker

|      |                      |                      |
|------|----------------------|----------------------|
| Bmi1 | ATGCTGGAGAGCTGGAAAGT | AATGTGAGGGAAGTGTGGGT |
| Lgr5 | AGGATTCCACAGCAACAACA | AAGAGAAGGGTTGCCTACGA |
| Msi1 | TCGAAGAGCACAGCCTAAGA | TGTTTCACATCTTCCACCGT |

#### Matrix metalloproteinase

|      |                      |                      |
|------|----------------------|----------------------|
| MMP2 | ATCCCTGATAACCTGGATGC | TTCCAAACTTCACGCTCTTG |
| MMP3 | GCTGAGGACTTTCCAGGTGT | CTGCGAAGATCCACTGAAGA |

#### CD44

|          |                         |                       |
|----------|-------------------------|-----------------------|
| Total    | GCACTGTGACTCATGGATCC    | TTCTGGAATCTGAGGTCTCC  |
| Standard | AGAAGAGCACCCCAGAAAGC    | CCTTGGATGAGTCTCGATCTC |
| V1       | AAGCCATGCAGCAGCTCAG     |                       |
| V2       | ACACCACCCAAGAGGCAAG     |                       |
| V3       | GCTGGGAGCCAAATGAGG      |                       |
| V4       | TTCTGCCCCGCACAGAAGAC    |                       |
| V5       | GACAGAATCAGCACCAGTGC    |                       |
| V6       | AGTACAGCAGAAGCAGCAGC    |                       |
| V7       | CCACAACAACCATCCAAGTC    |                       |
| V8       | GACTCCAGTCATAGTACAACCCT |                       |
| V9       | TCTCTACATTACATGGAGAGCC  |                       |
| V10      | CGGCGCTAAAGATGCAAG      |                       |

#### miRNA-200 family

|      |                        |                          |
|------|------------------------|--------------------------|
| 141  | GGGTCCATCTTCCAGTGCAGTG | GGGCCATCTTTACCAGACAGTG   |
| 200a | GCATCTTACCGGACAGTGCTG  | GGGTCACCTTTGAACATCGTTACC |

|      |                        |                         |
|------|------------------------|-------------------------|
| 200b | TGGCCATCTTACTGGGCAGCA  | GCCGTCATCATTACCAGGCAGTA |
| 200c | GCAGTGTTTGGGTGCTGGTTGG | CCTCCATCATTACCCGGCAG    |
| 429  | GGATGTCTTACCAGACATGG   | CCGTGGATGGACGGCATTACCA  |
| U6   | CTCGCTTCGGCAGCACA      | AACGCTTCACGAATTTGCGT    |

How the deposited data were processed for this re-analysis (not part of the article)

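RNA-seq of primary tumor cells compared PID+ cells (3 samples, numbered 4, 7 and 26) with PID- cells (3 samples, numbered 1, 2 and 3). Conditions were taken from the sample labels and the paper. In the deposited table, the rows called treated were taken as PID+ and those called untreated as PID-, following the treatments in the labels. The PID transgene has no row in the table, so the assignment could not be checked on it. The labels call the PID- samples normal and state a read length without saying whether reads were paired, while the methods state paired end reads. The methods call the 3 sets of reads of a condition replicated sequencing runs, while the labels name 3 mice per condition.

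The authors removed adapters with CutAdapt, aligned the reads with TopHat to GRCm38.p3 and an annotation of protein coding genes, merged the 3 sets of reads of each condition into a single alignment, and deposited the gene-level FPKM that CuffDiff gave with compatible hits normalization, together with the bounds of its confidence intervals. CuffDiff's library scaling and the release of the annotation are not stated in the paper's text. The table holds 43932 rows for 21966 genes in 2 conditions. In 7 genes a condition had a status other than OK, and these were left out. The deposited standard deviation is the difference between the upper bound and the FPKM divided by 2 and was not used further.

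The analysis had been planned for counts per sample, with a replicated test. Since the table holds pooled FPKM, none of these tests could be run, and no p-value across genes is given. Fold changes are log2((FPKM in PID+ + 1)/(FPKM in PID- + 1)). The threshold of 3-fold is the one of Supplementary Fig. 6B. Gene symbols matched 21734 of the identifiers, and 232 had no symbol in the reference tables. Positions, transcript lengths, GC content and overlapping genes came from Gencode M21 (GRCm38).

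The value of a read was estimated from genes with 1 transcript, by multiplying FPKM with the transcript length less 190 bases. The number 190 was the one of a grid of 31 that left the most values at a whole number of reads. It gives the relative value of a read between the conditions but not the depth. Genes with at most 3 estimated reads in a condition were treated as at the floor. Reads of genes with several transcripts were estimated from the longest and are approximate. The deposited intervals cover CuffDiff's own error model only.

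24 gene lists and the directions shown in Supplementary Fig. 6C were written before the data were examined. For each list, the median log2 change was placed among the medians of 10000 random lists of the same size, each member drawn from the 100 genes nearest in mean FPKM (seed 7). Chromosome medians used the 9341 genes with a mean FPKM of at least 5, and windows of 10 Mb with at least 5 such genes. A trend on GC content, transcript length and mean FPKM (cubic terms, least squares) was removed where stated. GC content and length were known for 99.8% of these genes.

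The genes named in the text are those the paper names for PID+ and PID- cells, the Group I Paks, Apc and sex-linked genes, and the 10 largest rises and 10 largest falls. The rule for the latter had asked for an adjusted p-value and no overlap between the samples of the groups; with pooled values it was replaced by deposited intervals that do not overlap and an FPKM of at least 1 in the higher condition. Other genes named were chosen after their values were seen. 31 of the paper's primer pairs were matched to the reference transcripts, on both strands and without mismatches; those for microRNAs, U6 and the variant exons of CD44 were left out. The paper's qPCR folds were read from the figures by eye before the RNA-seq values were seen; the share of the heatmap was read afterwards.

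Alternatives were a pseudocount of 0.1, equal total FPKM, equal upper quartiles of FPKM, equal Gapdh FPKM, the median of each chromosome subtracted, only genes with a mean FPKM of at least 5, and deposited intervals that do not overlap. Chromosome medians were subtracted from every gene, including those with an FPKM of 0. A filter at a mean FPKM of at least 1 was tried before the one at 5 and left the number of genes changed at least 3-fold as it was.

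The calculations were tested on simulated data. Of 200 genes changed by a known amount among 9326, 100% were recovered at 3-fold, and 0% of the other genes were called. The changes put in lay well above the threshold and the noise well below it, so this checks the arithmetic only. It gives no rate of false calls in the real data. A shift of -0.5 put on chromosome 16 gave a median of -0.50, and -0.53 after a GC trend had been added and removed. Of 200 random lists of unchanged genes, 12.5% fell below percentile 5 or above percentile 95. In 3000 simulated genes the relative value of a read, put in as 1.54, was recovered as 1.54. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.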

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

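The items in this part lie outside the genes and groups of genes that the paper discusses for PID+ and PID- cells, and were picked out because their level in PID+ cells differed from that in the PID- control cells. With 1 pooled value per condition none has a replicate check. The tests of the windows, of the scaling for the cell cycle list and of shared Klra reads were chosen after the results were seen; the remaining tests were written down before their own results were seen.

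Genes of whole chromosomes shifted together. The median log2 change was -0.50 on chromosome 16 (277 genes with a mean FPKM of at least 5), -0.45 on chromosome X (286 genes) and 0.34 on chromosome 6 (413 genes), and 15 of the 20 chromosomes lay outside the central 95% of the medians of random lists matched on mean FPKM. The 3 chromosomes were chosen as those with the largest shifts. After removal of the trend on GC content, length and mean FPKM, the median of chromosome 16 was -0.49, and among genes with a mean FPKM of at least 20 it was -0.47, which argues against GC content, gene length or low expression as the cause. Of the 9 windows of chromosome 16, 9 had a median below 0, which argues against a few regions or gene clusters. The authors' scaling moves all genes by the same factor and leaves the differences between chromosomes. A candidate explanation is a difference in chromosome number in 1 or more of the pooled cell populations. It was not tested, since no DNA and no value per sample was analysed here, and neither were the sex and strain of the mice.

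A list of 40 cell cycle genes had a median log2 change of 0.93, with 39 genes higher in PID+ cells, above all 10000 random lists matched on mean FPKM. The median was 0.91 with the median of each chromosome subtracted and 0.92 after removal of the trend on GC content, length and mean FPKM, so neither accounts for it. With Gapdh set equal, which moves the median of all genes with a mean FPKM of at least 5 by -0.58, the list's median was 0.32. The authors' scaling moves every gene alike and would not by itself set the list apart from the random lists. The percentile of 100 is the value that picked the list out, so it is no separate test of the scaling. The list's level depends on the scaling. 1 gene of the list was changed at least 3-fold. The paper reports slower proliferation of cells with PID, from other assays. A difference in density or growth phase of the cultures at harvest was not tested and stays open beside an effect of PID.

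Klra4 had an FPKM of 175 in PID+ and 41.2 in PID- cells. Of the 7 Klra genes with an FPKM of at least 2 in either condition, 5 were at least 3-fold higher in PID+ cells. The family lies on chromosome 6 from 129.8 to 131.2 Mb, and PID was inserted at Rosa26, at 113.1 Mb of the same chromosome. Among other genes within 20 Mb of Rosa26, 7.53% (11 of 146) were changed at least 3-fold, against 6.96% (25 of 359) on the rest of chromosome 6. A linked region that alters only a few genes would leave these shares alike, so linkage stays open. Reads of Klra4 given to its paralogs would make the other members the same percentage of Klra4 in both conditions. Their summed FPKM was 5.58% of Klra4 in PID- and 24.5% in PID+ cells, which argues against Klra4 as the source of their signal, while sharing among the other members was not tested. A difference between the strains of the mice in this cluster was not tested and stays open, as does an effect of PID.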

How the results depend on the processing

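The alternatives chosen before the data were examined (other count normalizations and tests, filters on counts, each replicate left out, other thresholds of the adjusted p-value, summed counts) need counts per sample and could not be run on pooled FPKM. Those below were chosen after seeing the data. No paired analysis was possible because the table holds no value per sample and the conditions share no sample numbers. The causes of the changes were not tested, except where the alternative itself removes genes or shifts all genes.

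Of 380 values for 76 named genes under 5 alternatives, 350 stayed within the range of the deposited intervals, 20 moved beyond it with a pseudocount of 0.1, all away from 0, and 10 reversed. 67 genes kept their direction under each of these alternatives. Of 136 medians of 24 lists, 110 stayed within the interval of the median, 21 moved and 5 reversed. Of the 50 genes of the heatmap panels, 50 had their higher value in the opposite column under the main setting, with 49 when the median of each chromosome was subtracted and 47 when Gapdh was set equal.

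Genes changed at least 3-fold (229 higher and 377 lower in PID+ cells) numbered 621 and 795 with a pseudocount of 0.1, which lets genes with lower FPKM pass, and included the 229 and 377. They numbered 144 and 221 with a mean FPKM of at least 5. Intervals that do not overlap, used in place of the 3-fold threshold, gave 41 genes higher and 119 lower. Of these, 40 and 118 were changed at least 3-fold. With Gapdh set equal, genes changed at least 3-fold numbered 76 and 662, so that 10.3% in place of 37.8% were higher.

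Equal Gapdh moves the median of all genes with a mean FPKM of at least 5 by -0.58. Log2 changes then reversed to -0.11 for Fn1, -0.0057 for Cldn3, -0.31 for Ccnd1, -0.50 for Ctnna1, -0.48 for Ctnnb1, -0.51 for Hnrnpm, -0.33 for Pcbp1, -0.26 for the median of chromosome 6, -0.30 for the apoptosis panel and -0.0465 for the integrins. Medians moved to 0.32 for the cell cycle list, -0.89 for collagen biosynthesis, -0.48 for elastic fibres, 0.56 for the paper's epithelial markers and -0.18 for the Wnt genes.

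With each chromosome's median subtracted, the cadherins reversed to 0.0118, the integrins to -0.0779, Pcbp1 to -0.056 and Pak2 to 0.10, and medians moved to 0.0533 for proteoglycans, 0.36 for endothelial markers, -0.0561 for immune markers, 1.29 for the paper's epithelial markers and -0.12 for the Wnt genes. The subtraction also moves genes near an FPKM of 0. The medians of cadherins and proteoglycans, lists with many such genes, therefore need not reflect expressed genes. With equal upper quartiles, Cdh2, and with it the median of the paper's mesenchymal markers, reversed to 0.0018.

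With a mean FPKM of at least 5, medians moved to -0.27 for cadherins, -1.31 for collagens, -1.74 for proteoglycans, -3.44 for the PI3K-Akt panel, 0.22 for integrins and -0.40 for the Wnt genes. With a pseudocount of 0.1 they moved to -0.0335 for cadherins, -1.93 for fibroblast markers, -2.52 for the chemokine panel, -2.96 for the PI3K-Akt panel and -0.13 for immune markers. For genes near the floor, the size of a change depends on the pseudocount.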

Differences from the paper's values

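The paper's values in this part are qPCR folds of PID+ over PID- cells read by eye from bar charts, and the values set beside them are FPKM ratios from the RNA-seq, so the 2 are different measurements, and the sample numbers do not show whether the PID- cells were the same. The alternatives set before the data were examined need counts per sample, and none was run. The settings named below were chosen after seeing the values.

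For Twist1 the FPKM ratio was 0.575 and the paper's value is about 0.28 in Fig. 3d. For Snai2 it was 0.0879 against about 0.03 in Fig. 3d, for Zeb2 0.0358 against about 0.01 in Fig. 3d, and for Vim 0.0192 against about 0.01 in Fig. 3d. The ratio of Cldn7, which the CLDN primers match, was 3.45 and the paper's value for CLDN is about 21 in Fig. 3d. For Fn1 it was 1.43 against about 0.81 in Fig. 3d, for Cdh2 0.983 against about 0.37 in Fig. 3d, and for Ccnd1 1.24 against about 0.74 in Fig. 3d.

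Lef1 was at least 36.2-fold lower in PID+ cells, a ratio of at most 0.0277, and the paper's value is about 0.06 in Supplementary Fig. 7A. The FPKM ratio of Dkk2 was 0.0499 against about 0.03 in Supplementary Fig. 7A, that of Axin1 0.776 against about 0.46 in Supplementary Fig. 7A, that of Dvl1 0.586 against about 0.35 in Supplementary Fig. 7A, and that of Wnt10a 35.5 against about 63 in Supplementary Fig. 7A. For Fzd10 the ratio was 18.3 and the paper's value is about 0.49 in Supplementary Fig. 7A. The ratio of Msi1 was 0.16 against about 0.36 in Supplementary Fig. 7B, and that of Bmi1 0.657 against about 0.13 in Supplementary Fig. 7B.

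With Gapdh set equal, a setting chosen after seeing the values, Twist1 (0.373), Fn1 (0.926), Vim (0.0124), Ccnd1 (0.805), Dkk2 (0.0323), Axin1 (0.503) and Dvl1 (0.38) came within 1.5 times the paper's values, while Cdh1 (1.42), Crb3 (1.62) and Lgr5 (0.0781), which had been within 1.5 times, no longer were. With the median of each chromosome subtracted, Ccnd1 (1.05) and Dkk2 (0.0418) did, and with a pseudocount of 0.1 Msi1 (0.267) did. Fzd2, which the Fzd10 primers match, had a ratio of 0.647 with Gapdh set equal, within 1.5 times the paper's value for Fzd10. None of the settings run did so for Snai2, Zeb2, Cldn7, Cdh2, Fzd10, Wnt10a or Bmi1, and Lef1, a bound, was not recomputed.

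In Supplementary Fig. 6B, the share of genes that are higher in the column labelled PID+ is about 0.61, read from the picture after the numbers of genes were known, and the share in the table was 0.378, or 0.622 with the columns exchanged. In Supplementary Fig. 6C, 33 genes whose colors could be read are higher in the column labelled PID+ and 17 in the column labelled PID-. In the table, 50 of these 50 genes were higher in the other condition, among them Dkk2, Spp1 and Col1a2, which are shown as higher in PID+, and Cdh1 and Wnt10a, which are shown as higher in PID-. The paper's text gives E-cadherin and Wnt10a as increased in PID+ cells.

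The paper's text describes N-cadherin as lost in PID+ cells, and the FPKM of Cdh2 was 38.8 in PID+ and 39.4 in PID- cells, a log2 change of -0.02 that became -0.63 with Gapdh set equal. It describes Ccnd1 as decreased, and the FPKM was 373 in PID+ and 300.0 in PID- cells, a log2 change of 0.31 that became -0.31 with Gapdh set equal. It describes the 2 methods as concordant, and 19 of 20 genes with a qPCR change of more than 1.5-fold had the same direction in the RNA-seq. Cdh2, nearly unchanged in FPKM, is among the 19. Over all 24 genes with a ratio 19 had, and Fzd10, Fn1, Ccnd1, Ctnna1 and Ctnnb1 had the opposite direction. The ratios of the last 4 fall below 1 with Gapdh set equal, since this divides the ratio of every gene by 1.54.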

Other observations

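The tests in this part were chosen after the results they concern were seen.

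In the heatmap panels of Supplementary Fig. 6C the column labels are opposite to the deposited table for 50 of 50 genes. A swap of the conditions in the deposited table would make the qPCR changes mostly opposite to the table as well. Of 20 genes with a qPCR change of more than 1.5-fold, 19 had the same direction in the table, and the exception was Fzd10. Of the 4 genes with a smaller qPCR change, 4 had the opposite direction. The 19 genes argue against a swap in the table, although Cdh2, which is among them, had a ratio of only 0.983. A candidate explanation is a swap of the column labels in the figure. Of 5 genes in the panels with a qPCR value that could be read, 4 (Lef1, Dkk2, Cdh1 and Wnt10a) had a qPCR direction opposite to the column labels, and the exception was again Fzd10.

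For Fzd10, the primers listed in the paper match Fzd2. The FPKM ratio of Fzd2 was 0.999, nearer to the paper's qPCR fold than the ratio of Fzd10, 18.3, and the difference in direction is consistent with primers that measured Fzd2. The ratio of Fzd2 differed from the qPCR fold by more than 1.5 times, and came within 1.5 times of it, at 0.647, when divided by the ratio of Gapdh. Fzd2 was looked at only after the match was found.

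The FPKM of Gapdh, the reference of the qPCR, was 1.54 times as high in PID+ as in PID- cells, and a candidate explanation for the differences between RNA-seq and qPCR is this reference. Division by the ratio of Gapdh lowered the median distance to 18 qPCR folds of at least 0.1 from 0.74 to 0.38 on the log2 scale, and the genes within 1.5-fold went from 8 to 10. Of 818 genes with a mean FPKM of at least 100 taken as the reference, 4.28% came as close. Over 9 combinations of the genes compared and the minimum FPKM of the reference, this percentage went from 1.64% to 5.62%, at or under 5% in 5 and above it in 4. An effect of the reference and a chance match cannot be told apart, since the outcome depends on these choices. Gapdh lies on chromosome 6, whose genes were higher in PID+ cells as a group.

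Fibroblasts in the PID- cultures would bring collagen transcripts at levels near that of Vim. Of 15 fibroblast markers, the highest in PID- cells was Col1a2, with an FPKM of 11.9, 1.19% of that of Vim, and the median of the markers was 0.424. This argues against fibroblasts as the source of Vim. The list's median log2 change was -0.46 (percentile 0.02 of random lists matched on mean FPKM). Smooth muscle markers had a median of -0.03 (percentile 35.3), endothelial markers 0.06 (percentile 96.2) and immune markers -0.02 (percentile 9.86).

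Values of further genes that the paper names were as follows. Total Cd44 had an FPKM of 488 in PID+ and 231 in PID- cells, Esrp1 36.6 and 15.0, Ocln 33.2 and 18.2, Hnrnpm 105 and 97.7, and Pcbp1 145 and 118. The paper reports no significant difference in total CD44 mRNA by qPCR. The FPKM ratio of Cd44 was 2.11, a log2 change of 1.08 that became 0.45 with Gapdh set equal. The paper did not detect ESRP1 protein in PID- cells, whereas Esrp1 RNA, a different measure, was present there. Mmp2 had 0.236 and 0.777, and Mmp3 0.0363 and 1.43. Of the Group I Paks, Pak1 had 17.6 and 23.4, Pak2 39.5 and 52.6 and Pak3 14.7 and 75.9, and Apc had 27.7 and 29.8. The deposited intervals of each of these genes overlapped. Pak2 lies on chromosome 16 and Pak3 on chromosome X, whose genes were lower in PID+ cells as a group. With each chromosome's median subtracted, the log2 change of Pak2 went from -0.40 to 0.10 and that of Pak3 from -2.29 to -1.83.

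Transcripts of genes on chromosome Y were present in both conditions. Ddx3y had an FPKM of 13.1 in PID+ and 31.9 in PID- cells, Kdm5d 8.51 and 11.8, Uty 6.53 and 10.3, and Eif2s3y 31.7 and 45.6. Xist is not listed in the table, which covers protein coding genes, so the number of male and female samples is not known.

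The remaining lists written before the data were examined were the paper's Wnt genes measured by qPCR, with a median log2 change of -0.35 (percentile 2.74), its mesenchymal markers, with -0.02 (percentile 32.9), and its epithelial markers, with 1.18 (percentile 99.96).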
